# Phloretin decreases microglia-mediated synaptic engulfment to prevent chronic mild stress-induced depression-like behaviors in the mPFC

**DOI:** 10.7150/thno.76553

**Published:** 2023-01-16

**Authors:** Chenchen Li, Bo Liu, Jingyi Xu, Bin Jing, Lijie Guo, Liyong Wang, Milin Wang, Haochen Zhang, Qianqian He, Xin Yu, Yan Zhang, Zhi-Qing David Xu, Yutao Yang

**Keywords:** Phloretin, stress, depression, microglia, synaptic engulfment

## Abstract

**Background:** Stress is an important risk factor to induce psychiatric disorders such as depression. Phloretin (PHL), a natural dihydrochalcone compound, has been shown to exhibit anti-inflammatory and anti-oxidative effects. However, the impact of PHL on the depression and the underlying mechanism remain unclear.

**Methods:** The animal behavior tests were used to determine the protective of PHL on the chronic mild stress (CMS)-induced depression-like behaviors. The Magnetic Resonance Imaging (MRI), electron microscopy analysis, fiber photometry, electrophysiology, and Structure Illumination Microscopy (SIM) were used to investigate the protective of PHL on the structural and functional impairments induced by CMS exposure in the mPFC. The RNA sequencing, western blot, reporter gene assay, and chromatin immunoprecipitation were adopted to investigate the mechanisms.

**Results:** We showed that PHL efficiently prevented the CMS-induced depressive-like behaviors. Moreover, PHL not only attenuated the decrease of synapse losses but also improved the dendritic spine density and neuronal activity in the mPFC after CMS exposure. Furthermore, PHL remarkably inhibited the CMS-induced microglial activation and phagocytic activity in the mPFC. In addition, we demonstrated that PHL decreased the CMS-induced synapse losses by inhibiting the deposition of complement C3 deposition onto synapses and subsequent microglia-mediated synaptic engulfment. Finally, we revealed that PHL inhibited the NF-κB-C3 axis to display neuroprotective effects.

**Conclusions:** Our results indicate that PHL represses the NF-κB-C3 axis and subsequent microglia-mediated synaptic engulfment to protect against CMS-induced depression in the mPFC.

## Introduction

Depression is the most common mental disorder which imposes great economic burdens on individuals, families and society 1. Increasing evidences have shown that chronic stress leads to the development of mental illnesses including depression 2-4. Although chronic antidepressant treatment, enriched environment as well as psychotherapy interventions have been shown to protect against the development of psychiatric disorders including depression by increasing the stress resilience 5-9, above interventions still have some limitations such as side effect and inconvenient execution, which in turn does not fully meet the requirement of stress vulnerable populations. Therefore, it is necessary to develop a safe, efficient and convenient compound to decrease the development of depression.

It is well documented that stress contributes to the development of psychiatric disorders by influencing neuronal plasticity 2, 10. Neurons in the prefrontal cortex and hippocampus are highly sensitive to stress and can be remodeled after stressor exposure 11. In the hippocampus, chronic stress not only leads to the shrinkage of dendrites of CA3 but also results in the loss of spines in CA1 neurons 12. In the rodent prefrontal cortex, chronic stress changes the dendritic morphology of pyramidal neurons and decreases the dendritic spine density and synaptic plasticity 13-15. In addition, a recent study has reported that social defeat stress selectively reduces the neuronal activity in the ventromedial prefrontal cortex 16.

Synapse loss is an early and important characteristic underlying brain circuit dysfunction in depression and neurodegenerative diseases 13. Increasing evidences have indicated that microglia and synapse interactions lead to synapse loss and dysfunction 17. Microglia are innate immune cells in central nervous system (CNS) that have been shown to respond to changes in brain homeostasis 18. In addition to release the cytokines and chemokines, microglia have been shown to mediate synapse engulfment through complement cascade in development and neurodegenerative diseases 17. Therefore, inhibition of excessive synapse losses mediated by complement cascade might be a potential approach to prevent the onset of stress-induced depression.

Phloretin (PHL) is a natural dihydrochalcone mainly isolated from apples and generally recognized as safe (GRAS) by the Flavor and Extract Manufactures' Association of the United States (FEMA). As a dietary flavonoid, PHL has various biological activities, including anti-cancer activity, anti-inflammatory effect, anti-oxidative activity, as well as prevention of cardiovascular disease 19. In addition to the above biological activities, PHL has been shown to exhibit protective effects in scopolamine-induced amnesia in mice 20 and cerebral ischemia/reperfusion in rats 21. However, whether PHL displays a potential anti-depression property in the CMS-induced depression-like behaviors has not been determined.

In this study, we first determined whether PHL could protect against stress-induced depression-like behaviors. Second, we examined whether PHL could improve the neural plasticity in the mPFC after exposure to CMS. Third, we investigated the protective role of PHL in CMS-induced microglial activation and phagocytic activity. Finally, we explored the mechanism underlying the protective effects of PHL on the microglia-mediated synaptic engulfment induced by CMS exposure in the mPFC.

## Materials and methods

### Animals

Male Sprague-Dawley (SD) rats (200 to 250 g) were housed in cages at 20 - 25 °C on a 12-h light/dark cycle with *ad libitum* access to food and water. Animals were habituated in the housing facilities in the first week prior to experiments. All experimental protocols were approved by the Animal Care and Use Committee of Capital Medical University (Permit Number: AEEI-2020-136) and were in accordance with National Institutes of Health Guide for the Care and Use of Laboratory Animals. According to the 3R (reduction, refinement, and replacement) principle of animal experimental strategies, we used the minimum number of animals to meet the statistical analysis requirements.

### CMS procedure

The CMS procedure used in this study was adopted from a previous study with slight modifications 22. Briefly, rats were exposed to a variety of randomized stressors over 3-week, including water/food deprivation, cold water swimming, restraint, reversed light-dark cycle, clip tail, and cage tilt. No same stressor was adopted in succession. Vehicle rats were remained undisturbed in their home cages under normal conditions except for necessary procedures, including routine cleaning and handling.

### Behavioral Tests

After stress or PHL treatment, rats were subjected to behavioral tests, including the sucrose preference test (SPT), the forced swimming test (FST), and the open field test (OFT). All above three behavioral tests were carried out according to our previous study 23. To avoid the influence of different tests, only one behavioral test was performed per day. The detailed procedures of the SPT, FST, and OFT were listed in supplementary materials.

### Detection of the brain distribution of PHL

Rats were intragastrical administered with PHL (50 mg/kg) and sacrificed after 15, 30, 60, or 120 min, respectively. Brain tissue samples were weighed and homogenized in 0.9% NaCl. Then, samples were centrifuged and supernatant was collected. An aliquot of 100 µL of brain sample was transferred to new centrifuge tube, and internal standard Reveratrol was added. Then, samples were centrifuged and the supernatant was injected into LC-MS/MS system (Shimadzu, Kyoto, Japan) and tandem AB SCIEX 6500 QTRAP mass spectrometer (Applied Biosystems, On, Canada) for analysis. The detailed procedures were provided in supplementary materials.

### MRI image acquisition and analysis

Before scanning, every rat was put into an inhalation chamber to have a preoperative anesthesia with 5% isoflurane. Then, the rat was positioned on the MRI scanner bed by a tooth bar. Next, the rat brain was scanned by a 7.0T MRI scanner (Bruker, Ettlingen, Germany). High resolution structural images were acquired using a RARE T2-weighted sequence. The mPFC volume was calculated with an atlas-based VBM-DARTEL method as described in our previous study 24. The detailed procedures were provided in supplementary materials.

### Electron microscopy analysis

The mPFC tissues were dissected out and put into 2.5% glutaraldehyde for 4 h at 4 °C. Then, tissues were post-fixed with 1% osmium tetroxide for 1 h. After dehydration with cold graded ethanol, the tissues were infiltrated by using a mixture of one-half propylene oxide overnight and then embedded in resin. Next, above tissues were sliced into ultrathin sections (70 nm thick) and stained with uranyl acetate and lead citrate. Images were captured with an electron microscope HT7700 (Hitachi, Tokyo, Japan) at 80 kV.

### Immunofluorescence and imagine analysis

Coronal sections of frozen rat brain sections were blocked with 10% fetal bovine serum (FBS) (Life Technologies, Carlsbad, CA, USA) in PBST (0.1 M PBS with 0.3% Triton X) at room temperature for 2 h. Brain sections were then incubated with primary antibodies in PBST with 10% FBS overnight at 4 °C. After washing 3 times with PBST for 5 min, sections were incubated with secondary antibodies for 2 h at 25 °C. Finally, all sections were washed with PBST for 3 times and mounted on slides with Fluoromount-G anti-fade medium containing DAPI (Thermo Fisher Scientific, Madison, WI, USA). The confocal and Structure Illumination Microscopy (SIM) techniques were used in subsequent image taken. The detailed procedures for imagine analysis were listed in supplementary materials.

### Fiber Photometry

A fiber photometry system (RWD, Shenzhen, Guangdong, China) was applied for recording Ca^2+^ signals from mPFC neurons. After the injection of 200 nl AAV-CamKIIα-GCaMP6s virus (BrainVTA, Wuhan, Hubei, China), an optical fiber was positioned immediately in a ceramic ferrule and inserted toward the mPFC (AP: 3 mm; ML: ± 0.5 mm; DV: -4 mm) through the craniotomy. The ceramic ferrule was supported with 3 ceramic screws and dental acrylic. After a period of 2-week of PHL pre-treatment followed 3-week of CMS exposure, the 1% sucrose water intake induced-changes of Ca^2+^ signals were recorded. Then, the fluorescence signals were collected and converted to Δ*F*/*F* (%) values. The detailed procedures were provided in supplementary materials.

### Electrophysiological experiments

Rats were anesthetized and perfused with cold artificial cerebrospinal fluid (ACSF). Brains were removed quickly and cut with the vibratome VT1200S (Leica, Wetzlar, Germany) in cold artificial cerebrospinal fluid. The brain slices were incubated in ACSF at 37 °C for 45 min and then recovered for 30 min at room temperature in ACSF. After recovery, slices were put into the recordings chamber and continuously perfused with oxygenated-standard ACSF. The membrane potential was held at -60 mV, and the mini excitatory postsynaptic currents (mEPSC) of layer 5 pyramidal neurons in mPFC were recorded. For the LTP and LTD recordings, brain slice was fixed on a MED64 probe (Panasonic, Osaka, Japan) and continually perfused with oxygenated-standard ACSF. After baseline responses stabilized for 10 min, LTP was induced with theta-burst stimulation, whereas LTD was induced with low frequency stimulation (LFS). LTP and LTD were recorded for 60 min, respectively. The detailed procedures were provided in supplementary materials.

### RNA sequencing

Total RNA was prepared from mPFC tissue using TRIzol Reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacturer's protocols. The RNA-seq transcriptome library was prepared following the NEBNext® Ultra™ RNA Library Prep Kit for Illumina® (New England Biolabs, Ipswich, MA, USA) with 1 µg of total RNA. RNA sequencing was performed using a NovaSeq6000 and High Output v2 kit (Illumina, San Diego, CA, USA). All RNA-seq raw data were uploaded in the Gene Expression Omnibus database under accession number (GSE193284). The detailed procedures were listed in supplementary materials.

### Cell culture

BV2 murine microglial cells were maintained in Dulbecco's modified Eagle's medium (DMEM)/F12 (Corning, Manassas, VA, USA) supplemented with 10% heat-inactivated fetal bovine serum (FBS) (Life Technologies) and 1% penicillin-streptomycin solution (Life Technologies). The cells were maintained in a humidified incubator with 95% air in 5% CO_2_ at 37 °C. Rat primary microglia and astrocytes were prepared from 1-day-old SD rats. The detailed procedures were listed in supplementary materials.

### Plasmid construction

The 526-bp upstream regulatory sequence of the rat C3 gene was obtained by PCR from PC12 cell genomic DNA. The PCR products were purified with a gel extraction kit (Promega, Madison, WI, USA) and digested with* Kpn* I and *Hin*d III (NEB). Then, the digested products were inserted into pGL3-basic vector (Promega) by T4 DNA ligase (NEB). The resultant reporter plasmid was named as C3-Luc. The four mutant reporter plasmids, Mut1-Luc to Mut4-Luc, were constructed by recombinant PCR using C3-Luc as a template. The primer sequences were listed in supplementary materials.

### Reporter gene assay

BV2 cells were seeded in 24-well plates and grown to 70% confluency. Then, 100 ng of reporter plasmid and 20 ng of pRL-TK plasmid were co-transfected into BV2 cells by using Lipofectamine 3000 (Life Technologies). After cell transfection, cells were pre-treated with or without 20 µM of PHL for 24h, and then treated with 50 ng/ml of IL-1β for another 24h. Then, cells were lysed with passive lysis buffer provided in the Dual-Luciferase® Reporter Assay System (Promega). Finally, the Firefly and Renilla luciferase activities were examined by using the kit according to the instructions. The values are the mean ± SE and are normalized to Renilla luciferase activity.

### Chromatin immunoprecipitation (ChIP) assay

ChIP experiments were carried out according to the protocols provided with EZ-Magna ChIP™ A/G Chromatin Immunoprecipitation Kit (Millipore, Billerica, MA, USA). Briefly, 1×10^7^ cells were cross-linked with 1% formaldehyde, and the cross-linking reaction was stopped by glycine. Then, cells were lysed and sonicated into DNA fragments of 200 to 1,000 bp. Then, immunoprecipitation was performed using anti-p65 (CST, Boston, MA, USA) or control IgG serum (CST) with cell lysates. Then, real-time PCR was performed with DNA extracted from the immunoprecipitated chromatin. The detailed procedures and the primers for the p65 binding site in the rat C3 promoter were listed in supplementary materials.

### Stereotaxic surgery and cannula placement

Rats were anesthetized and head-fixed in a stereotactic apparatus (RWD). For cannula implantation, the rat skull was exposed and a small hole was drilled using a dental drill around the region of interest. Then, the stainless steel guide cannulas (RWD) were bilaterally implanted into the mPFC region. Stainless steel obturators were inserted into the guide cannulas until an injection was to be performed. When the intracranial injection was started, the obturators were removed and injection cannulas were inserted. After injection, the cannulas were left for another 5 min to allow drug diffusion. The detailed procedures were listed in supplementary materials.

### Statistical Analysis

Data were presented as mean ± SEM and analyzed with GraphPad Prism (NIH). The normality of the data distributions was analyzed by D'Agostino-Pearson omnibus test, and the data lies outside two standard deviations were excluded. Data that obey normal distribution were used for subsequent statistical analysis. Statistical significance for group comparisons was examined by one-way or two-way ANOVA followed by the Turkey's method for post hoc multiple comparison tests. Two-tailed t tests were adopted to compare the differences between two groups. Differences with *P* < 0.05 were considered statistically significant.

## Results

### PHL attenuates the CMS-induced depressive-like behaviors in rats

PHL is a dihydrochalcone isolated from apples and apple-derived products (Figure 1A). To determine whether PHL could cross the rat blood-brain barrier (BBB), the level of PHL in the brain was determined by a liquid chromatography-tandem mass spectrometry (LC-MS/MS) following the intragastrical administration of 50 mg/kg PHL. We found that the peak level of PHL was detected in the brain at 60 min (Figure 1B), suggesting that PHL can cross the rat blood-brain barrier (BBB), which was consistent with a previous report in mice 25.

To determine whether PHL could display anti-depression effects, rats were received vehicle (0.5% CMC-Na) or PHL at the dosages of 10, 20, and 50 mg/kg for 2 weeks. Then, rats were exposed to CMS together with different dosages of PHL mentioned above for 3 week (Figure 1C). We found that PHL at the dosages of 10, 20, and 50 mg/kg obviously increased the body weight compared with Veh + CMS group (Figure 1D). Meanwhile, we demonstrated that 20 and 50 mg/kg of PHL efficiently improved the depression-like behaviors in the SPT, FST and OFT of CMS rats, whereas the dosage of 10 mg/kg of PHL exhibited no effects on the depression-like behaviors compared with Veh + CMS group (Figure 1E-I). In the OFT, the representative animal traces of different group rats were shown in Figure 1J. In addition, we also examined the motor ability with beam-balance test and prehensile traction test in different group rats. We found that there were no significant changes among them (Table S3).

To exclude the potential influence of single vehicle (CMC-Na) or PHL on the normal rat behaviors in the SPT, FST, and OFT, rats were received with CMC-Na or 20 mg/Kg of PHL for 5 weeks. We found that CMC-Na or PHL had no influences on rat behaviors (Figure S1-S2). In addition, we determined the effects of pre-treatment time of PHL on the depression-like behaviors, and found that 0, 1, or 7-day of pre-treatment of PHL did not significantly improve the depression-like behaviors (Figure S3). Therefore, the dosage of 20 mg/kg of PHL and the time of 2-week of PHL pre-treatment were selected for subsequent* in vivo* studies.

Given that PHL significantly increased the body weight compare with Veh + CMS group, we also analyzed the food intake in different group rats. We showed that the food intake of Veh + CMS group was lower than that of Veh group, whereas the food intake of PHL + CMS group was higher than that of Veh + CMS group. In addition, we found that there were no changes in the food intake between Veh group and PHL group (Table S4). Our data indicates that PHL not only influences the depression-like behaviors of CMS rats but also affects their food intake.

### PHL improves the neuronal structure in the mPFC after CMS exposure

The neurons of the mPFC region are highly sensitive to stress 15. To determine whether PHL displays protective effects on the structure of the mPFC, we detected the volume change of mPFC after CMS exposure with MRI (Figure 2A). We found that CMS exposure obviously decreased the volume of mPFC compared with Veh group. However, the volume of mPFC was increased after the treatment of PHL in CMS rats (Figure 2B). Next, we examined the spine density changes in the mPFC by using Golgi Staining. The results from Golgi Staining demonstrated that CMS exposure significantly reduced dendritic spine density in the mPFC compared with Veh group, whereas the treatment of PHL remarkably increased the dendritic spine density compared with Veh + CMS group (Figure 2C-D). Moreover, we used ultra-structure transmission electron microscopy to examine the changes in synapse number and characteristic after CMS exposure. We found that the number of synapses, the cleft width of synapses, and the thickness and length of postsynaptic density were decreased in the mPFC after CMS exposure, whereas PHL improved these impairments compared with Veh + CMS group (Figure 2E-I).

Synapse loss is an important feature of stress-induced psychiatric disorders 13, we therefore examined whether there exists synapse loss in the mPFC after CMS exposure. Our SIM image showed that Synaptophysin (pre-synaptic puncta) and PSD95 (post-synaptic puncta) could co-localize in the mPFC (Figure 2K). Through quantification of the co-localized Synaptophysin and PSD95, we found that there was a significant loss of synapse in the mPFC after CMS exposure, whereas PHL repressed above losses compared with Veh + CMS group (Figure 2J and L). To determine whether the treatment of PHL could influence the level of PSD95 and synaptophysin (SYP) in the mPFC tissues of CMS rats, we carried out western blot analysis. We found that 20 μg of total protein was in the linear range for each target protein (Figure S4). In addition, we also showed that PHL remarkably improved the level of PSD95 and SYP compared with Veh + CMS group (Figure 2M-O).

### PHL improves the neuronal activity in the mPFC after CMS exposure

It is well known that the mPFC is implicated in the regulation of maladapted emotional states, including depression 11. We therefore evaluated the neuronal activity by c-Fos immunostainings in the mPFC after FST in CMS rats. As shown in Figure 3A-B, fewer c-Fos^+^ neurons (co-localized with NeuN) were observed in the mPFC of CMS rats after FST compared with Veh group. However, PHL remarkably augmented the number of c-Fos^+^ neurons compared with Veh + CMS group. To further identify which kind of neuron was mainly activated after FST, CaMKIIα (an excitatory neuronal marker) or GAD67 (an inhibitory neuronal marker) was co-stained with c-Fos antibody in Veh group, respectively. Our data showed that c-Fos was predominately co-localized with CaMKIIα but little co-localized with GAD67 (Figure 3C-D). Furthermore, we also examined the number of c-Fos^+^ excitatory neurons (co-localized with CaMKIIα) in the mPFC of CMS rats after FST. We found that fewer c-Fos^+^ excitatory neurons were present in the mPFC of CMS rats compared with Veh group, whereas PHL efficiently increased the number of c-Fos^+^ excitatory neurons in the mPFC compared with Veh + CMS group (Figure S5A-B). All the above data suggested that CMS exposure obviously decreased the activity of excitatory neurons in the mPFC, whereas PHL efficiently improved above neuron activities.

To further confirm the above findings, we recorded the Ca^2+^ signals in the rat mPFC. The timeline of the experimental procedure for recording Ca^2+^ signals was shown in Figure 3E. We first expressed a genetically encoded calcium sensor (GCaMP6s) in excitatory neurons of the mPFC (Figure 3F-G), and found that these rats received GCaMP6s virus displayed depression-like behaviors after 3-week of CMS (Figure S6). Next, we used fiber photometry to monitor the sucrose water intake-induced changes of Ca^2+^ signals in excitatory neurons of the rat mPFC (Figure 3H). We found that the intensity of Ca^2+^ signals in the mPFC was remarkably lower in Veh + CMS group than that in Veh group, whereas PHL improved these deficits compared with Veh + CMS group (Figure 3I-K).

It has been known that stress causes pathological changes in synaptic plasticity of mPFC 15. Therefore, whole-cell patch-clamp recordings were carried out to examine the effect of PHL on the mEPSC in the mPFC of CMS rats. Our results showed that the frequency and amplitude of mEPSC were decreased after CMS exposure, while the treatment of PHL increased the frequency and amplitude of mEPSC in CMS rats (Figure 3L-P). In addition, we examined the effects of PHL on the induction of LTP and LTD in the mPFC of CMS rats, respectively. We found that the induction of LTP was decreased in CMS rats compared with Veh group, whereas the treatment of PHL increased it in CMS rats (Figure S5C-D). Meanwhile, we showed that the induction of LTD was increased in the mPFC of CMS rats compared with Veh group, whereas the treatment of PHL decreased it in CMS rats (Figure S5E-F). These results further suggest that PHL improves the neuronal activity in the mPFC after CMS exposure.

### PHL suppresses the microglia activation in the mPFC after CMS exposure

Considering that PHL exhibits an anti-depression effect, we explored the differentially expressed genes (DEGs) in the mPFC tissues between PHL + CMS group and Veh + CMS group by RNA sequencing. 

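The RNA sequencing covered mPFC tissue of rats from 3 groups, with 3 libraries in each. The Veh group received vehicle, the Veh + CMS group vehicle and 3 weeks of CMS, and the PHL + CMS group PHL and CMS. The paper selected 20 mg/kg of PHL and a 2-week pre-treatment for its work in vivo. The libraries were made from 1 µg of total RNA with a NEBNext Ultra RNA kit and sequenced on a NovaSeq6000. The submitters' processing notes name HISAT2, an aligner for spliced reads, and the rat assembly Rnor_6.0. The counting tool, the annotation release and the read filters are not given in the sources used here. The authors deposited FPKM, which relate fragments to gene length and to the size of the library, for 34463 genes in every library, and 23547 genes had a mean above 0. Multiplied by gene length, the values of each library were whole multiples of 1 step (to within 1e-06), which gave the reads per gene back. The Veh libraries held 13913639 to 16280963 reads on genes (median 14941632), the Veh + CMS libraries 15198823 to 16328673 (median 16305439) and the PHL + CMS libraries 14859419 to 16960004 (median 15752092). Between 19645 and 19952 genes had at least 1 read in a library, and 18693 genes of the table had fewer than 10 reads on average, so that small differences in these were not detectable at this depth.

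The 16159 genes with a mean FPKM of at least 0.5 were compared with limma on log2(FPKM + 0.1), with a trend of the variance on the mean and one estimate of the spread for all 9 libraries. Fold changes are therefore on the log2(FPKM + 0.1) scale, which understates the change of genes with low values. Lists of genes for pathways and cell types, written before the data were examined, were tested with camera, the gene set test of limma, at a preset correlation of 0.01 between genes. All p-values were two-sided and were adjusted by the Benjamini-Hochberg method, over all genes tested or over the 39 lists tested. The labels number the libraries of a group from 1 to 3 without stating that they came from separate animals, so the p-values measure the spread between these samples, part of which can be technical. The counting is not stated to use strand, so a gene and an overlapping antisense gene cannot be told apart.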

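In the PHL + CMS group, markers of excitatory neurons were higher and markers of oligodendrocytes were lower than in the Veh + CMS group (n = 3 libraries each). All 16 markers of excitatory neurons had log2 fold changes above 0, with a median of 0.22, and the list passed the test of camera in limma (adjusted p = 1.39e-05, and adjusted p = 0.301 with an estimated correlation). Neurod2, a transcription factor of cortical excitatory neurons, stood at 0.50 (SE 0.09) and Slc17a7, a vesicular glutamate transporter, at 0.42 (SE 0.11). All 23 markers of oligodendrocytes and myelin had log2 fold changes below 0, with a median of -1.05 (limma camera, adjusted p = 5.78e-17, and adjusted p = 0.301 with an estimated correlation). Ermn, a cytoskeletal protein of myelin, stood at -1.26 (SE 0.24). The 11 markers of oligodendrocyte precursors were likewise all below 0, with a median of -0.56 (limma camera, adjusted p = 9.08e-06, and adjusted p = 0.301 with an estimated correlation). All 18 markers of striatum, a region next to the cortex, were below 0 with a median of -1.01 (limma camera, adjusted p = 4.22e-07, and adjusted p = 0.379 with an estimated correlation). The mean of this list also differed within the Veh group. Relative to the Veh mean, Veh replicates 1 to 3 stood at -0.59, -0.48 and 1.08 and the PHL + CMS libraries between -0.52 and -0.36. Adora2a, an adenosine receptor of striatal projection neurons, stood at -2.72 (SE 0.75), and the median of the striatum list was -0.64 without Veh + CMS replicate 1. In each of these 4 lists the mean of all 3 PHL + CMS libraries lay on the same side of all 3 Veh + CMS libraries. Of 20 markers of meninges and fibroblasts 17 were above 0, with a median of 0.62 (limma camera, adjusted p = 0.00316, and adjusted p = 0.529 with an estimated correlation). That call was lost without PHL + CMS replicate 1 (limma camera, adjusted p = 0.0539), and the median was 1.07 without PHL + CMS replicate 2. No member of these lists passed over all genes tested, and adjusted over the list alone 4 excitatory neuron genes were higher and 23 myelin genes, 6 precursor genes and 8 striatum genes were lower.

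Of single genes, 0 of 16159 passed an adjusted p under 0.05 in limma (lowest adjusted p = 0.136), and voom on the recovered reads also called 0. At an unadjusted p under 0.05 there were 2542 genes (15.7%), 1213 of them higher and 1329 lower in the PHL + CMS group. The libraries of the groups did not overlap for 21.2% of the genes. Chance gives 10% on average over the ways to split the libraries, and how far single splits spread around it was not tested. With an unadjusted p under 0.05 and a change of at least 1.5-fold, 205 genes were higher and 561 lower, of which 137 and 454 were protein-coding. Among the genes with the smallest p, Nptx2, a neuronal pentraxin that gathers AMPA receptors at synapses, had a log2 fold change of 0.76 (SE 0.11), and Lingo1, a component of the Nogo receptor complex, 0.60 (SE 0.10). Gatm, an enzyme of creatine synthesis, had a log2 fold change of -0.62 (SE 0.10), and Sec11c, a subunit of the signal peptidase complex, -0.59 (SE 0.09). All 4 had an adjusted p of 0.149 from limma. The count at an adjusted p under 0.05 rested on single libraries: it was 285 (26 higher, 259 lower) without PHL + CMS replicate 2, 1 without Veh + CMS replicate 2 and 1 without Veh + CMS replicate 3.

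**Figure D1:**
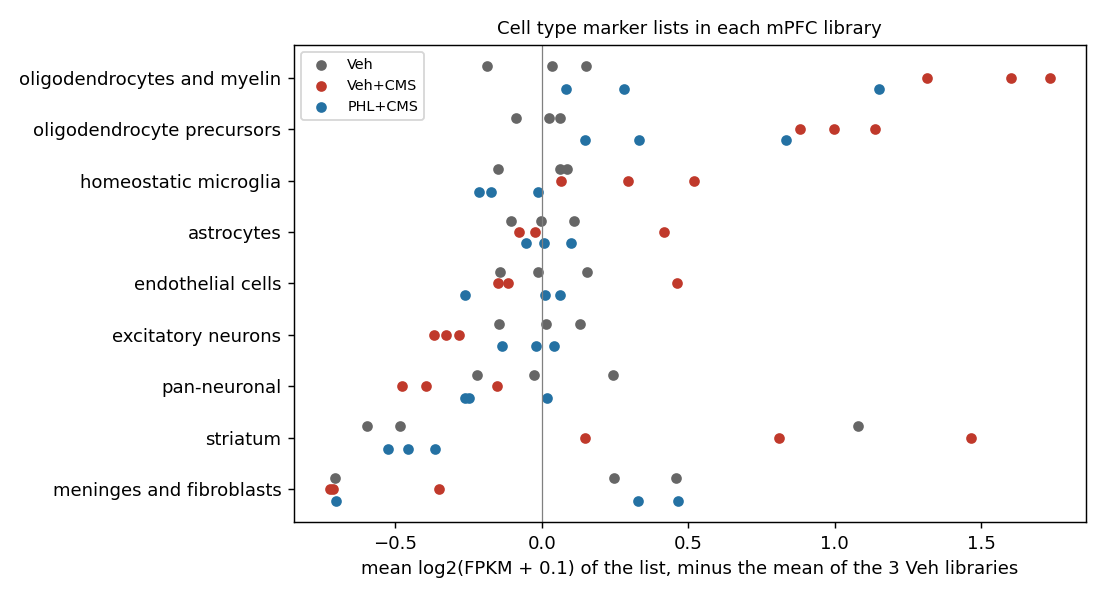
Mean log2(FPKM + 0.1) of 9 cell type marker lists in each mPFC library, minus the mean of the 3 Veh libraries (x axis, log2 units); each point is a library, colored by group. For oligodendrocytes and myelin the Veh + CMS libraries sit between 1.31 and 1.73, and the PHL + CMS libraries between 0.08 and 1.15.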

As shown in Figure 4A-B, the gene expression profile was changed by the treatment of PHL. 

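C3 RNA, which encodes the central component of the complement cascade, was at 1.15 ± 0.367 FPKM (SD, n = 3) in the PHL + CMS group and at 4.55 ± 1.87 FPKM (SD, n = 3) in the Veh + CMS group, a log2 fold change of -1.84 (SE 0.38). C1qa and C1qb encode chains of C1q, which starts the classical pathway and is made in the brain mostly by microglia. C1qa was at 42.2 ± 4.23 FPKM against 60.7 ± 8.58 (SD, n = 3 each), a log2 fold change of -0.52 (SE 0.11). C1qb was at 28.8 ± 1.78 FPKM against 38.1 ± 4.25 (SD, n = 3 each), a log2 fold change of -0.40 (SE 0.11). C1qc, the remaining chain of C1q, had a log2 fold change of -0.26 (SE 0.09).

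For C3, C1qa and C1qb, every PHL + CMS library lay below every Veh + CMS library (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). Over all genes tested the adjusted p from limma was 0.149 for C3 and C1qa and 0.177 for C1qb. Adjusted over the list alone, that is over the 5 genes that the paper measured by real-time PCR, it was 0.00357 for C3 and C1qa and 0.00856 for C1qb by limma. The study chose these genes on the same samples, so the latter values are not independent evidence. In the same libraries the mean of the myelin markers, relative to the Veh group, was 0.50 in the PHL + CMS group and 1.55 in the Veh + CMS group on the log2 scale. In an ordinary linear model without moderation the log2 fold changes were -1.84 (SE 0.430) for C3, -0.52 (SE 0.124) for C1qa and -0.40 (SE 0.121) for C1qb. With the myelin mean as a covariate they were -0.75 (SE 0.567), -0.25 (SE 0.187) and -0.30 (SE 0.226). None passed in that model (unadjusted p = 0.244, 0.241 and 0.237), which was chosen after the result was seen. The myelin mean follows the groups and the errors grew with it, so myelin-rich tissue and PHL cannot be told apart here. In Rnor_6.0, C3 (ENSRNOG00000046834) lies on chromosome 9 from 9721105 to 9747167. C1qa (ENSRNOG00000012807) lies on chromosome 5 from 155261250 to 155264143, close to C1qb (ENSRNOG00000012749) from 155246447 to 155252003.

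**Figure D2:**
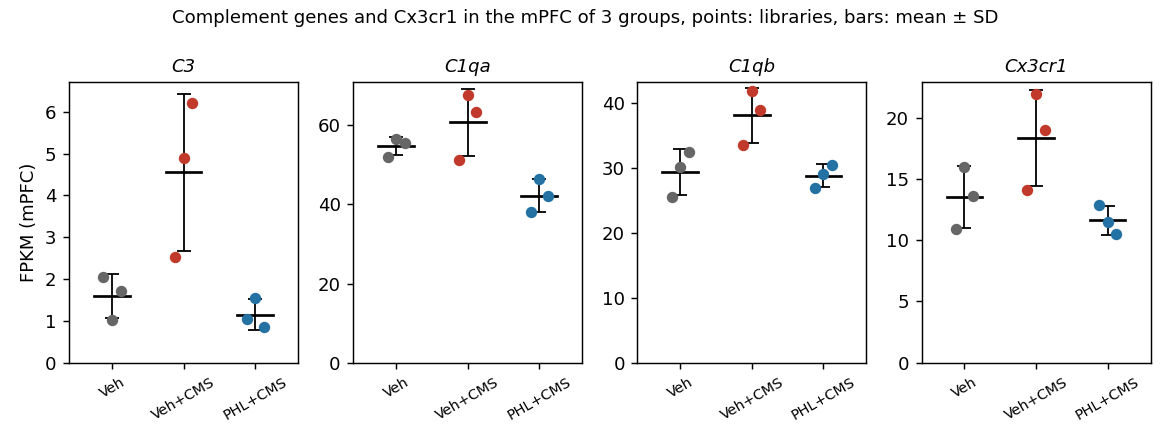
FPKM of C3, C1qa, C1qb and Cx3cr1 (y axis, from 0) in the mPFC of the Veh, Veh + CMS and PHL + CMS groups; points are libraries and bars are mean ± SD of 3 libraries. For C3 the PHL + CMS libraries lie between 0.847 and 1.56 FPKM and the Veh + CMS libraries between 2.52 and 6.22 FPKM.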

Among those genes, we verified that PHL treatment decreased the level of complement cascade genes, such as C3, C1qa, C1qb, and Cfh. Meanwhile, we also showed that Cx3cr1, which is almost exclusively expressed in microglia, was reduced in the PHL+ CMS group compared with Veh + CMS group (Figure 4C). In addition, we examined the DEGs in the mPFC tissues between Veh group and Veh + CMS group and found that the expression of complement cascade genes, such as C3, C1qa, C1qb, and Cfh were increased after CMS exposure (Figure S7).

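Cx3cr1, the receptor through which microglia sense neuronal fractalkine, was at 11.6 ± 1.15 FPKM (SD, n = 3) in the PHL + CMS group and at 18.4 ± 3.94 FPKM (SD, n = 3) in the Veh + CMS group. The log2 fold change was -0.64 (SE 0.18; limma adjusted p = 0.177 over all genes). In an ordinary linear model without moderation it was -0.64 (SE 0.210), and -0.51 (SE 0.395, unadjusted p = 0.256) with the myelin list as a covariate. The myelin list follows the groups, so this fit cannot tell myelin-rich tissue and PHL apart. The gene (ENSRNOG00000018509) lies on chromosome 8 of Rnor_6.0 from 128740756 to 128754514. Other markers of homeostatic microglia were lower with it. Of 26 such genes 24 had log2 fold changes below 0, with a median of -0.38, and the list passed camera in limma (adjusted p = 1.78e-08, and adjusted p = 0.301 with an estimated correlation). Over the 22 of these genes that Figure 4A does not show, the adjusted p from limma camera was 1.68e-06. Irf8, a transcription factor of microglia, stood at -0.84 (SE 0.20) and Fcer1g, a signaling chain of Fc receptors, at -0.67 (SE 0.17). Adjusted over the list alone, 11 of the 26 genes were lower and 0 were higher, and over all genes tested none passed limma, with 15 lower at an unadjusted p under 0.05 and 0 called by voom among all genes. The mean of the list lay lower in all 3 PHL + CMS libraries than in any Veh + CMS library. Myelin markers were lower in the same comparison: the mean of the microglial list and the genes measured by real-time PCR differed by -0.48 (SE 0.134), and by -0.20 (SE 0.205) with the myelin list as a covariate. The share of reads on mitochondrial genes was 6.96% to 9.09% in the PHL + CMS libraries and 9.67% to 13.9% in the Veh + CMS libraries.

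Of 17 genes of activated microglia, 14 were below 0 with a median of -0.17 (limma camera, adjusted p = 0.0155, and adjusted p = 0.411 with an estimated correlation). Cd9, a membrane protein that oligodendrocytes also express, was the only one lower when adjusted over the list alone (-0.90, SE 0.22). The call of this list was lost without Veh + CMS replicate 2 (adjusted p = 0.153) and without Veh + CMS replicate 3 (adjusted p = 0.0727 by limma camera). Its median was -0.37 without Veh + CMS replicate 1 and -0.30 without PHL + CMS replicate 2.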

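In the Veh + CMS group C3 RNA was 2.85 times its level in the Veh group, which was 1.60 ± 0.52 FPKM (SD, n = 3), with a log2 fold change of 1.41 (SE 0.38). C1qb had a log2 fold change of 0.37 (SE 0.11) from 29.4 ± 3.54 FPKM in the Veh group, and for both genes every Veh + CMS library lay above every Veh library (two-sided exact permutation test, p = 0.1). For C1qa the log2 fold change was 0.14 (SE 0.11) from 54.7 ± 2.3 FPKM, and the groups overlapped (exact permutation test, p = 0.4). Over all genes tested, the adjusted p from limma was 0.0717 for C3, 0.101 for C1qb and 0.514 for C1qa. Adjusted over the list alone by limma, C3 (adjusted p = 0.0184) and C1qb (adjusted p = 0.0188) passed and C1qa (adjusted p = 0.248) did not, in a list of 4 complement genes that the study chose on these samples and that is not independent evidence. Without Veh replicate 1 only 1 gene of this list passed, and without Veh + CMS replicate 2 none did, against 2 by limma with all libraries. Of 26 complement genes 17 were above 0, with a median of 0.14 (limma camera, adjusted p = 0.0804, and adjusted p = 0.528 with an estimated correlation), and the list passed without Veh replicate 2 (adjusted p = 0.0284) and without Veh + CMS replicate 1 (adjusted p = 0.0101). Its adjusted p reached 0.295 without Veh + CMS replicate 2, where the median was 0.08, and the median was 0.09 without Veh replicate 1.

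Of 23 markers of oligodendrocytes and myelin 21 rose at an adjusted p under 0.05 in limma (23 adjusted over the list alone), with a median log2 fold change of 1.66 (limma camera, adjusted p = 1.4e-20, and adjusted p = 0.359 with an estimated correlation). Mobp, a structural protein of myelin, rose by 1.96 (SE 0.27) and Myrf, the transcription factor that switches on myelin genes, by 1.71 (SE 0.25). Of 11 markers of oligodendrocyte precursors 7 rose (11 adjusted over the list alone), with a median of 1.07 (limma camera, adjusted p = 1.27e-09, and adjusted p = 0.359 with an estimated correlation). Gpr17, a receptor of cells on the way from precursor to oligodendrocyte, rose by 1.24 (SE 0.17). Gfap, the intermediate filament of astrocytes, rose by 1.02 (SE 0.19, limma adjusted p = 0.0308), but the list of 19 astrocyte genes did not pass (13 above 0, median 0.07, limma camera adjusted p = 0.159), nor did that of reactive astrocytes (adjusted p = 0.636). The median of the 19 astrocyte genes was -0.08 without Veh + CMS replicate 2 and 0.19 without Veh + CMS replicate 1. Markers of other cell types and regions moved in the same libraries. Of 18 striatum markers 17 were above 0, with a median of 0.70 (limma camera, adjusted p = 0.00395, and adjusted p = 0.659 with an estimated correlation). The striatum call was lost without Veh replicate 1 (adjusted p = 0.0613), Veh replicate 2 (0.0576) and Veh + CMS replicate 1 (0.174 by limma camera), and the median was 0.45 without Veh replicate 2, 1.15 without Veh replicate 3 and 0.38 without Veh + CMS replicate 1. Of 20 markers of meninges and fibroblasts 18 were below 0, with a median of -0.62 (limma camera, adjusted p = 0.0476, and adjusted p = 0.717 with an estimated correlation). The meninges call was lost without Veh replicate 1 (adjusted p = 0.231), Veh replicate 2 (0.123), Veh + CMS replicate 1 (0.0959) and Veh + CMS replicate 3 (0.110 by limma camera), and the median was -1.13 without Veh replicate 3. Of 15 pan-neuronal markers 14 were below 0, with a median of -0.33 (limma camera, adjusted p = 0.000220, and adjusted p = 0.359 with an estimated correlation), and of 16 markers of excitatory neurons 15, with a median of -0.37 (limma camera, adjusted p = 0.000173, and adjusted p = 0.359 with an estimated correlation). Beside these lower neuronal markers, 29 of 30 immediate early genes were below 0 and 5 fell at an adjusted p under 0.05 in limma (20 adjusted over the list alone), with a median of -0.80 (limma camera, adjusted p = 9.99e-10, and adjusted p = 0.359 with an estimated correlation). Dusp6, a phosphatase of MAP kinases, had a log2 fold change of -0.90 (SE 0.19; limma adjusted p = 0.0419) and Ptgs2, which encodes cyclooxygenase, -1.28 (SE 0.27; limma adjusted p = 0.0397). Of 26 markers of homeostatic microglia 25 were above 0, with a median of 0.24 (limma camera, adjusted p = 0.000611, and adjusted p = 0.537 with an estimated correlation), which was 0.15 without Veh + CMS replicate 2 and 0.13 without Veh replicate 1. In total 613 genes passed an adjusted p under 0.05 in limma, 428 of them higher and 185 lower in the Veh + CMS group, and voom called 780. At an unadjusted p under 0.05 and at least 1.5-fold there were 817 higher and 312 lower genes. The groups did not overlap for 27.6% of the genes. Chance gives 10% on average over the ways to split the libraries, and the spread of single splits was not tested. The count of 613 mostly did not hold with 1 library left out, which also lowers the degrees of freedom. The lowest adjusted p in limma with all libraries was 0.0263. At an unadjusted p under 0.05 and at least 1.5-fold, 944 to 1490 genes remained with 1 library left out. Past an adjusted p under 0.05 the count was 0 without Veh replicate 1 or without Veh + CMS replicate 3, and 493 without Veh replicate 3. Without Veh replicate 2, Veh + CMS replicate 1 or Veh + CMS replicate 2 it was 1.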

Next, the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses were carried out to determine the functions and pathways of DEGs. KEGG enrichment analyses revealed that the treatment of PHL changed the expression of genes associated with the apelin signaling pathway, phagosome, lysosome, synaptic vesicle cycle, complement and coagulation cascades, and NF-kappa B pathway (Figure S8A). 

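Of the pathways named, genes of the synaptic vesicle cycle were higher in the PHL + CMS group than in the Veh + CMS group and complement genes were lower, as lists. Of 59 genes of the synaptic vesicle cycle 45 had log2 fold changes above 0, with a median of 0.19 (limma camera, adjusted p = 8.07e-05, and adjusted p = 0.301 with an estimated correlation). Vamp2, the vesicle protein of the fusion complex, stood at 0.27 (SE 0.07). Cltb, a clathrin light chain, was the gene of this list that was higher when adjusted over the list alone (0.31, SE 0.06). Of 26 complement genes 18 were below 0, with a median of -0.16 (limma camera, adjusted p = 0.00818, and adjusted p = 0.334 with an estimated correlation), and 2 were lower when adjusted over the list alone, C3 and C1qa. The median of the complement list was -0.26 without Veh + CMS replicate 1. Without the genes shown in Figure 4A, 22 complement genes remained and the list no longer passed (limma camera, adjusted p = 0.163), nor did it without the filter on low values (adjusted p = 0.0611), where the settings tried ranged from 0.000684 to 0.334. In both lists the mean of all 3 PHL + CMS libraries lay on the same side of all 3 Veh + CMS libraries.

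The other lists did not pass camera at an adjusted p under 0.05. Camera asks for a shift in a single direction, so changes both ways within a list can cancel, and the paper names no direction for these pathways. Of 91 lysosome genes 55 were below 0, with a median of -0.07 (limma camera, adjusted p = 0.0522, and adjusted p = 0.407 with an estimated correlation). With 1 library left out the adjusted p of the lysosome list ran from 0.00940 (without Veh + CMS replicate 1) to 0.143 (without Veh + CMS replicate 2, with a median of -0.03). Adjusted over the list alone, 1 lysosome gene was higher, Cltb, and 6 were lower, among them Npc2, which carries cholesterol out of lysosomes (-0.64, SE 0.14), and Aga, which breaks down glycoproteins (-0.51, SE 0.11). Of 75 phagosome genes 41 were below 0 and 6 were lower when adjusted over the list alone, among them Vamp3, which takes part in membrane traffic (-0.55, SE 0.11), and Cyba, a subunit of the NADPH oxidase of phagocytes (-0.59, SE 0.14), but 34 genes were above 0 and the list gave an adjusted p of 0.306 with limma camera. Of 94 genes of apelin signaling 60 were above 0, with a median of 0.11 (limma camera, adjusted p = 0.0761, and adjusted p = 0.301 with an estimated correlation, and from 0.0439 without PHL + CMS replicate 3 to 0.162 without PHL + CMS replicate 1), and 0 passed when adjusted over the list alone by limma, with 13 higher and 10 lower at an unadjusted p under 0.05. Of 76 genes of the NF-kB pathway 35 were above and 41 below 0 (limma camera, adjusted p = 0.549). Litaf, a regulator of endosomes named for its induction by lipopolysaccharide, stood at -0.84 (SE 0.24), and Nfkbia, the inhibitor that NF-kB itself induces, at 0.80 (SE 0.22). Of 12 coagulation genes 5 were above and 7 below 0 (limma camera, adjusted p = 0.730). The paper names complement and coagulation cascades as a single pathway, and a joined list was not tested here. Among markers of cell types, 12 of 15 pan-neuronal genes were above 0 in this comparison, with a median of 0.19 (limma camera, adjusted p = 0.00127, and adjusted p = 0.348 with an estimated correlation). The pathway lists were written from general knowledge of the pathways and do not copy the KEGG database.

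**Figure D3:**
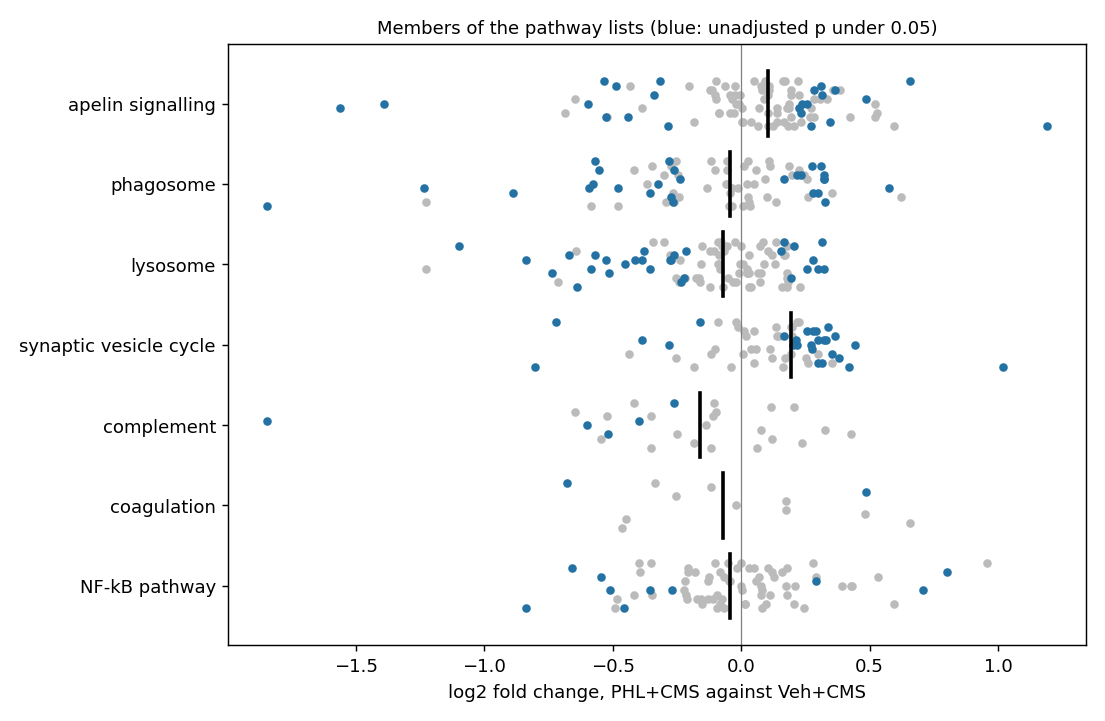
Log2 fold change of each tested member of 7 pathway lists, PHL + CMS against Veh + CMS (x axis); each point is a gene, blue at an unadjusted p under 0.05, and black lines are medians. The medians of the synaptic vesicle cycle and complement lists are 0.19 and -0.16, and each list has members on both sides of 0.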

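Genes of microglial cell activation were lower as a list in the PHL + CMS group than in the Veh + CMS group (n = 3 each) and genes that build the synapse were higher. Of 43 genes of microglial cell activation 30 had log2 fold changes below 0, with a median of -0.13 (limma camera, adjusted p = 0.0151, and adjusted p = 0.348 with an estimated correlation). Trem2, a lipid receptor that microglia need for phagocytosis, stood at -0.64 (SE 0.14). Cx3cl1, the neuronal ligand of Cx3cr1, stood at 0.34 (SE 0.08). Of 50 structural constituents of the synapse 42 were above 0, with a median of 0.17 (limma camera, adjusted p = 2.33e-05, and adjusted p = 0.301 with an estimated correlation). Syn1, which ties vesicles to the cytoskeleton, stood at 0.43 (SE 0.08) and Homer1, a scaffold of the postsynaptic density, at 0.51 (SE 0.13). Of 34 genes of the postsynaptic density and excitatory receptors 32 were above 0, with a median of 0.20 (limma camera, adjusted p = 4.22e-07, and adjusted p = 0.301 with an estimated correlation), and Grin1, the obligatory subunit of NMDA receptors, stood at 0.28 (SE 0.07). Markers of excitatory neurons (median 0.22) and pan-neuronal markers (0.19) were higher to a like degree in this comparison. A change at synapses was not tested apart from them.

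Over all genes tested no member of these lists passed limma. Adjusted over the list alone, 5 genes of microglial cell activation were lower and 1 was higher, 4 structural constituents of the synapse were higher, and 8 genes of the postsynaptic density were higher. The synapse lists lay higher in all 3 PHL + CMS libraries than in any Veh + CMS library, while the list of microglial cell activation overlapped between the groups. Its call was lost without Veh + CMS replicate 2 (median -0.08, limma camera, adjusted p = 0.0766) and without the genes shown in Figure 4A (adjusted p = 0.155), where the settings tried ranged from 0.00102 to 0.348. In the Veh + CMS libraries the mean of the markers of homeostatic microglia ran from 0.06 to 0.52 on the log2 scale relative to the Veh group, and that of the excitatory neuron markers from -0.37 to -0.28.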

Meanwhile, we also performed gene set enrichment analyses (GSEAs) and found that PHL influenced the expression of genes in the processes of microglial cell activation and structural constituent of synapse (Figure S8B). 

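Receptors through which microglia bind complement were measured in the same libraries (n = 3 per group). C3ar1, the receptor of the C3a fragment, was at 0.639 ± 0.131 FPKM (SD, n = 3) in the PHL + CMS group and at 1.05 ± 0.153 FPKM (SD, n = 3) in the Veh + CMS group, a log2 fold change of -0.64 (SE 0.29). Itgam and Itgb2 encode the chains of complement receptor CR3, which binds C3 fragments on targets of engulfment. Their log2 fold changes were -0.12 (SE 0.22) and -0.42 (SE 0.21). None of these receptors passed limma over all genes (adjusted p = 0.325 for C3ar1, 0.838 for Itgam and 0.386 for Itgb2). The paper draws its proposal on phagocytosis by microglia from the findings that precede it, which cover complement genes, Cx3cr1 and enrichment analyses, without naming those that carry it.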

Above findings suggest that PHL might influence the microglia-mediated phagocytosis in the mPFC.

It is well documented that stress can activate microglia and in turn induce morphological changes, phagocytosis, and release of pro-inflammatory cytokines 26, 27. To evaluate the effect of PHL on the activation of microglia, we examined the number of microglia in the mPFC by using Iba-1 (microglia marker) antibody after 3-week of CMS exposure. The number of Iba-1^+^ microglia in the mPFC was increased after 3-week of CMS exposure, while PHL inhibited this increase (Figure 4D-E). We also investigated the morphological changes of microglia after 3-week of CMS exposure in the mPFC and presented a representative diagram of microglia for sholl analysis in Figure 4H. We found that 3-week of CMS exposure induced a larger soma area, but a shorter length of microglia processes and a decreased branch point number and intersection number in the mPFC, whereas PHL significantly repressed these changes (Figure 4F-G, I-J). In addition, we detected the level of tumor necrosis factor-α (TNF-α), interleukin-1β (IL-1β), and malondialdehyde (MDA), which are often linked with microglia activation in the mPFC. We showed that the level of TNF-α, IL-1β, and MDA were obviously increased in the mPFC of CMS rats, whereas these changes were significantly prevented by the treatment of PHL (Figure 4K-M).

CD68 is a lysosomal marker that can reflect the microglial phagocytic activity. To analyze the microglial phagocytic activity induced by CMS exposure, we examined the number of CD68^+^ (green) per Iba-1^+^ (red) microglia in CMS rats. We showed that CMS exposure increased the number of CD68 positive microglia in the mPFC compared with Veh group, whereas PHL decreased these increases (Figure 4N-O), indicating that PHL can decrease the microglial phagocytic activity after CMS exposure.

### Microglia mediated synaptic engulfment is involved in the CMS-induced depression-like behaviors in the mPFC

Given that CMS exposure increases microglial phagocytic activities and synapse losses in the mPFC, we examined whether microglia mediated synaptic engulfment is involved in the CMS-induced depression-like behaviors. To determine this possibility, we used minocycline to block the microglia activation and phagocytosis in CMS rats, and the timeline of the experimental procedure was shown in Figure 5A. We found that minocycline repressed the CMS-induced microglia activation and phagocytosis in CMS rats (Figure S9). Meanwhile, we also showed that minocycline efficiently improved the depression-like behaviors in the SPT, FST and OFT of CMS rats (Figure 5B-G). The PSD95^+^ puncta has been documented as a synaptic element in the studies of microglia-mediated synaptic engulfment 28. Then, we investigated the co-localization of PSD95^+^ puncta with CD68 in microglia after CMS exposure in the mPFC. We showed that there was a relatively high percentage of PSD95 co-localized with CD68 in microglia after CMS exposure, whereas minocycline decreased these co-localizations (Figure 5H-I and Video S1-S4). In addition, we also examined the expression of PSD95 in the mFPC after the treatment of minocycline in CMS rats, and found that minocycline increased the level of PSD95 in the mFPC of CMS rats (Figure 5J-K). All these data suggests that microglia mediated synaptic engulfment is involved in the CMS-induced depression-like behaviors.

### PHL decreases the CMS-induced synapse losses by inhibiting the deposition of C3 on synapses and subsequent microglia-mediated synaptic engulfment in the mPFC

It has been shown that complement molecules C3 and C1q localize to synapses and mediate synapse losses in neurodegenerative diseases by phagocytic microglia 17, 28, 29. Since complement protein C3 is a central molecule in the complement system, we therefore speculate that C3 might also localize to synapse after CMS exposure. To this end, we first examined the expression of C3 in the mPFC after 3-week of CMS exposure. Our western blot data showed that the elevation of C3 levels was observed in the mPFC of CMS rats. However, PHL attenuated the CMS-induced increase of C3 in the mPFC (Figure 6A-B).

Next, we analyzed the co-localization between C3 and PSD95 in the mPFC after 3-week CMS exposure. Our SIM image showed that C3 and PSD95 could co-localize in the mPFC (Figure 6C). Meanwhile, we found that there was a higher percentage of PSD95^+^ puncta co-localized with C3 in the mPFC after CMS exposure. However, PHL remarkably reduced the deposition of C3 onto synapses (Figure 6D-E). Given that C3 is involved in the microglia-mediated synaptic engulfment, we investigated the co-localization of PSD95^+^ puncta with CD68 in microglia after the treatment of PHL in the mPFC. Our data showed that there was a relatively high percentage of PSD95 co-localized with CD68 in microglia after CMS exposure. However, PHL reduced these co-localizations (Figure 6F-G and Video S5-S8). All above data suggest that PHL decreases the CMS-induced synapse losses by inhibiting the deposition of C3 on synapses and subsequent microglia-mediated synaptic engulfment.

### PHL decreases the expression of C3 *via* inhibiting the NF-κB pathway

Microglia and astrocytes have been documented as the primary sources of C3 in primary cultures 30. IL-1β, a release product of activated microglia, has been shown to induce the expression of C3 in mouse astrocytes 31. To determine whether IL-1β could induce the expression of C3 in rat primary astrocytes and microglia, we prepared the rat primary astrocytes and microglia (Figure 7A) and examined the expression of C3 in the presence of IL-1β. Our results demonstrated that IL-1β induced the expression of C3 in rat primary microglia and astrocytes, whereas PHL significantly reduced the IL-1β-induced C3 expression (Figure 7B-G).

We next investigated the underlying mechanisms that PHL reduced the IL-1β-induced rat C3 expression. First, we examined whether IL-1β could activate the rat C3 promoter activity in BV2 cells. As we expected, IL-1β significantly increased the C3 promoter activity, while PHL efficiently decreased the IL-1β-induced the C3 promoter activity (Figure 7H). Second, using TRANSFAC database, we found four putative NF-κB sites in the upstream of rat C3 gene (Figure 7I). Considering that IL-1β could activate the NF-κB pathway 32, we examined the effects of NF-κB inhibitor PDTC on the C3 promoter activity in the presence of IL-1β. Our data showed that NF-κB inhibitor PDTC obviously decreased the IL-1β-induced C3 promoter activity (Figure 7J). To determine which of the above four putative NF-κB sites of the C3 promoter plays a crucial role in the regulation of C3 promoter activity, we mutated the above NF-κB sites one by one as shown in Figure 7K. Luciferease activities showed that mutation of NF3 site greatly reduced the activity of C3 promoter. Importantly, we found that mutation of NF2 site abolished the IL-1β-induced C3 promoter activity, suggesting the crucial role of NF2 site in the regulation of IL-1β-mediated C3 promoter activity (Figure 7L).

The p65 subunit of NF-κB is necessary for the activation of the NF-κB pathway 33. We then examined the effects of PHL on the phosphorylation of p65 and translocation of p65 to nuclear in rat primary microglia and astrocytes. We found that PHL efficiently reduced both the IL-1β-induced phosphorylation of p65 and the translocation of p65 to nuclear (Figure S10). Moreover, we investigated whether PHL could repress p65 binding to the NF2 site of the C3 promoter in the presence of IL-1β by ChIP assay. The schematic diagram of primer position for ChIP assay was shown in Figure 7M. Our ChIP data showed that IL-1β increased the binding capacity of p65 to the NF2 site of the C3 promoter. However, PHL significantly decreased this binding activity (Figure 7N-O). All these results suggest that PHL decreases the expression of C3 by inhibiting the NF-κB pathway.

### PHL represses the NF-κB-C3 axis to prevent the CMS-induced depressive-like behaviors in the mPFC

Since PHL represses the deposition of C3 on synapses and subsequent synapse losses, we investigated whether C3 could inhibit the anti-depression effect of PHL. To this end, C3a (70-77), an octapeptide of C3a (a cleavage product of C3), was injected into the mPFC of the PHL-treated rats with the cannula and rats were then exposed to 3-week of CMS treatment (Figure 8A). After 3-week CMS exposure, animal behaviors data showed that C3a (70-77) decreased the neuroprotective effect of PHL in the SPT, FST, and OFT (Figure 8B-G), suggesting that the anti-depression effect of PHL might be mediated by inhibiting the expression of C3.

To further determine whether PHL represses the NF-κB-C3 axis to exert the anti-depression effect, the IL-1β was adopted to activate the NF-κB pathway. We then injected IL-1β into the mPFC of the PHL-treated rats and treated rats with 3-week of CMS (Figure 8H). After 3-week CMS exposure, our data showed that IL-1β reduced the anti-depression effect of PHL in OFT, SPT, and FST (Figure 8I-N). Meanwhile, IL-1β increased the level phosphorylation of p65 (p-p65) and C3 in the mPFC compared with the PHL+ACSF+CMS group (Figure S11). However, the NF-κB pathway inhibitor PDTC not only improved the depression-like behaviors but also decreased the level of p-p65 and C3 in the mPFC after CMS exposure (Figure S12). All above results indicate that PHL represses the NF-κB-C3 axis to display the anti-depression effect in the mPFC.

## Discussion

In the current study, we showed that PHL protected against CMS-induced depression-like behaviors in rats. We also found that PHL repressed the decrease of synapse losses and neuronal activity in mPFC after CMS exposure. Furthermore, we showed that PHL decreased the microglial activation and phagocytic activity after CMS exposure. Importantly, we demonstrated that PHL repressed the NF-κB-C3 axis and subsequent microglia-mediated synaptic engulfment to prevent the CMS-induced depressive-like behaviors in the mPFC.

Stress, as an important risk factor for psychiatric disorders, has been reported to induce neuroinflammation and oxidative stress in the brain 34. Given that PHL has anti-inflammatory and anti-oxidative effects 19, it raises the question of whether PHL could display anti-depression effects. Indeed, we found that 2-week of pre-treatment of PHL efficiently improved the depression-like behaviors induced by 3-week of CMS exposure, whereas 0, 1, or 7-day of pre-treatment of PHL exhibited little effects, suggesting that the generation of protective effects of PHL needs sufficient time in CMS rats. We speculate that sufficient treatment time of PHL could maintain the normal expression of synaptic proteins and the number of synapses, which keep rats entering standby mode to cope with ongoing environmental stress.

Increasing evidences have shown that stress can change neuronal plasticity 2, 10, 35. Here, we showed that CMS exposure changed the dendritic complexity and synapse numbers in the mPFC, which was consistent with the previous findings 35. It has been reported that the volume of the left subgenual prefrontal cortex is reduced in depression 36. Similar to the previous findings, we found that CMS exposure decreased the volume of mPFC. We speculated that this decrease might partially be due to the changes in dendritic complexity and synapse number. Altered neuronal activity in the mPFC has been observed in social defeat stress mice 16. Here, we demonstrated that the activity of neurons in the mPFC response to FST and sucrose water was decreased after CMS exposure. Moreover, we also showed that CMS decreased the induction of LTP but facilitated the induction of LTD in CMS rats compared with Veh group. Our data suggest that the abnormal neuronal activity in mPFC might be present in several depression models. Polyphenolic compounds, such as green tea extracts and Curcumin, have been reported to modulate mental health by influencing brain plasticity 37. Here, we showed that PHL has similar protective effects. These protective effects observed in PHL might be mediated by increasing the spine density but decreasing the synapse losses in the mPFC like Curcumin 38.

Several studies have reported that stress can activate microglia in the pre-frontal cortex (PFC) and hippocampus (HPC) in mice 39. Here, we showed that 3-week of CMS treatment activated microglia in the mPFC of CMS rats. It is well known that activated microglia release pro-inflammatory mediators and oxidative products such as IL-1β, TNF-α, and MDA, which promote neuronal damage and induce the development of depression 26. Consistent with previous studies, we showed that the level of IL-1β, TNF-α and MDA were increased after 3-week of CMS, whereas PHL significantly inhibited the above increases. Interestingly, Curcumin has similar effects like PHL on the activation of microglia 40, further suggesting the protective role of polyphenolic compounds in abnormal activation of microglia.

Microglia have recently been recognized as a key regulator of synaptic connectivity *via* microglia mediated-synaptic elimination both in the healthy and diseased brain 17. A previous study has reported that minocycline can alleviate depression-like symptoms by blocking the microglia activation and phagocytosis in CMS mice 41. Here, we found that minocycline also displayed similar effects on CMS rats. Furthermore, we showed that minocycline repressed the microglia-mediated synaptic elimination in CMS rats. All these findings suggest that microglia mediated synaptic elimination is involved in the CMS-induced depression-like behaviors. In the developing mouse brain, Complement C1q and C3 target subsets of synapses and are necessary for synapse elimination by microglia 42, 43. Here, we showed that C3 also localized to synapses in the mPFC after CMS exposure like C1q localizing to synapses in Alzheimer's disease (AD) mouse model 28. Importantly, we found that the co-localization of PSD95 with CD68 was significantly decreased in Iba-1^+^ microglia of the mPFC after the treatment of PHL, suggesting the protective role of PHL in microglia-mediated synapse engulfment after CMS exposure.

Complement protein C3 is a central molecule in the complement system. Besides acting as an essential immune regulator, C3 also regulates the development of depression. It has been shown that the level of C3 is increased in postmortem brain of depressed subjects and stress-related model mice 44, 45. Here, we found that the level of C3 was increased in the mPFC of CMS rats, whereas PHL reduced this increase. Importantly, we showed that the injection of C3a in the mPFC reduced the protective effect of PHL after CMS exposure, suggesting PHL might display the anti-depression effects by inhibiting the expression of C3 in the mPFC. In the future, we will investigate whether PHL could regulate the expression of C3 receptors including C3aR or CR3. Meanwhile, we will determine whether inhibition of the expression of C3 receptors in the mPFC could improve the depression-like behaviors by decreasing CMS-induced synapses engulfment besides the mechanism of inhibiting inflammatory infiltration described by Crider et al. 45.

Considering that PHL can decrease IL-1β-induced C3 expression, we investigated the underlying mechanisms. We showed that four putative NF-κB binding sites are present in the rat C3 promoter. Meanwhile, NF-κB inhibitor PDTC efficiently reduced the activity of IL-1β-induced C3 promoter, confirming the role of IL-1β in regulation of C3 expression *via* the NF-κB pathway. Although we found four putative NF-κB binding sites in the C3 promoter, only mutation of the NF3 site greatly decreased the activity of the C3 promoter in the absence of IL-1β, indicating that NF3 site is responsible for the constitutive activity of C3 promoter. Interestingly, mutation of NF2 site abolished IL-1β-induced transcriptional activity, suggesting the crucial role of the NF2 site in IL-1β-induced transcriptional activity. We speculate that NF-κB had a higher binding activity to the NF2 site of the C3 promoter compared with the other three sites in the presence of IL-1β, and we will determine this possibility in the future.

The p65 subunit of NF-κB is necessary for the activation of the NF-κB pathway 33. In response to stimulation, p65 is phosphorylated and translocated from the cytoplasm into the nucleus to activate target gene expression 46, 47. Here, we found that IL-1β increased the level of p-p65 and the translocation of p65 to nuclear in rat primary microglia and astrocytes, whereas PHL repressed these increases. A recent study has shown that Astragalin, a flavonoid compound, reduced the DNA binding activity of NF-κB after the treatment of TNF-α 48. Here, we showed that PHL also decreased the DNA binding activity of NF-κB to the NF2 site of the C3 promoter in the presence of IL-1β, suggesting that PHL could repress the NF-κB pathway by inhibiting p65 binding to NF-κB site and in turn decrease the expression of C3.

It is well known that IL-1β induces depression-like behaviors by activating the NF-κB pathway 49. Here, we showed that the anti-depression effect of PHL was significantly attenuated by injection of IL-1β in the mPFC. However, we demonstrated that PTDC significantly attenuated the depression-like behaviors and the expression of C3 after CMS exposure in rats. Therefore, PHL might act as a natural NF-κB pathway inhibitor to decrease the NF-κB-mediated C3 expression, suggesting the potential role of PHL in the prevention of depression.

In conclusion, we demonstrate that PHL protects against CMS-induced depression behaviors. Moreover, we show that PHL inhibits the NF-κB-C3 axis to decrease the complement-mediated microglial synaptic engulfment in CMS-induced depression models. Our findings suggest that PHL might be a promising natural compound to prevent the emergence of stress-related psychiatric disorders in at-risk populations.

## Supplementary Material

Supplementary methods, figures, tables, video legends.

Supplementary video 1.

Supplementary video 2.

Supplementary video 3.

Supplementary video 4.

Supplementary video 5.

Supplementary video 6.

Supplementary video 7.

Supplementary video 8.

## Figures and Tables

**Figure 1:**
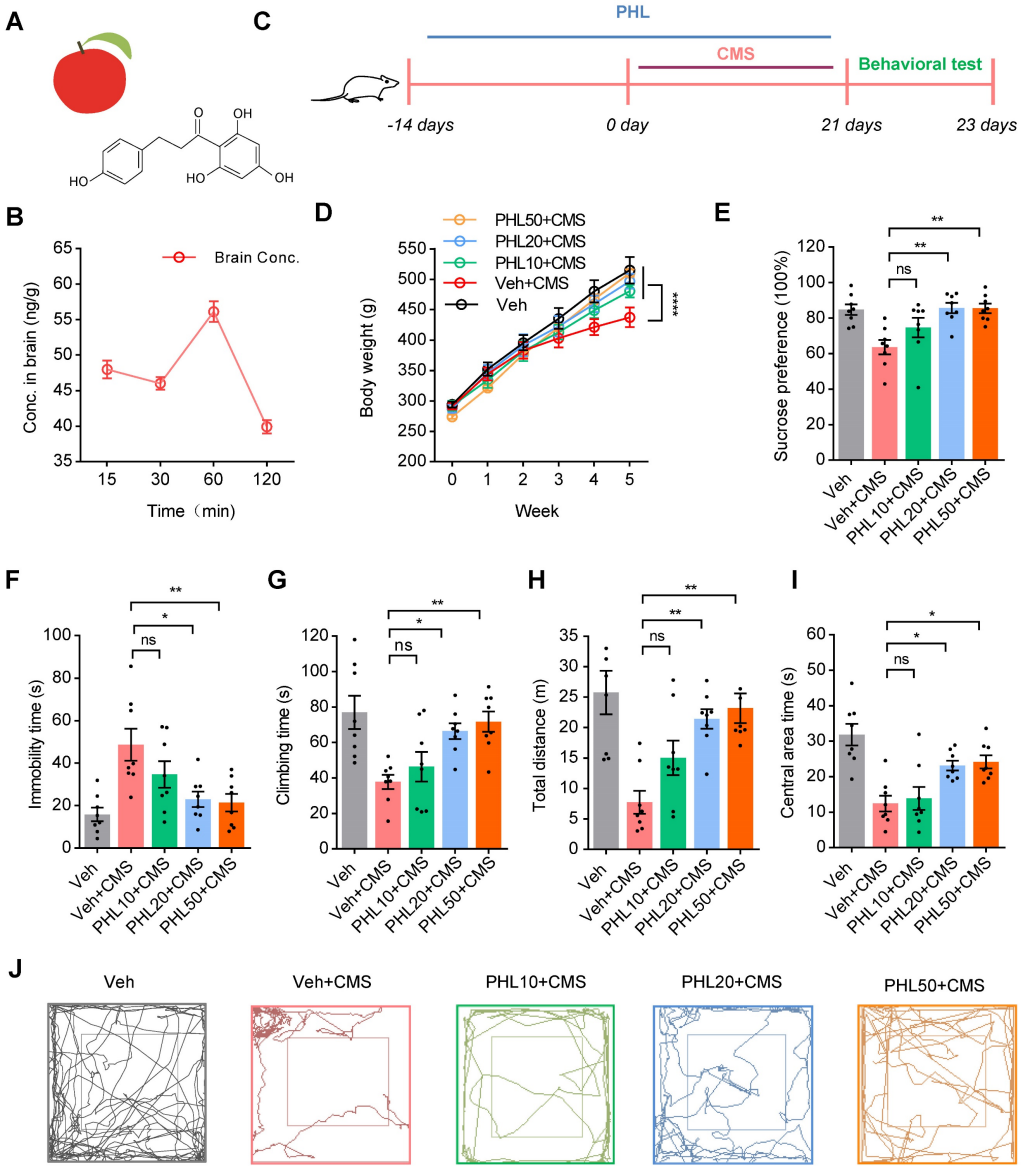
** PHL attenuates the CMS-induced depressive-like behaviors**.** (A)** The chemical structure of PHL. **(B)** Time concentration (Conc.) curve of PHL in the rat brain tissues (n = 3 rats per time point). **(C)** Schematic diagrams of the PHL and CMS treatment and behavioral tests.** (D)** Effects of different doses of PHL (10, 20, and 50 mg/kg) on the body weight of rats in different groups (n = 8 rats per group). **(E)** Sucrose preference was measured in CMS rats after PHL treatment (n = 8 rats per group).** (F-G)** The FST was evaluated in CMS rats after PHL treatment (n = 8 rats per group). The immobility time spent in the FST (**F**). The climbing time spent in the FST (**G**). **(H-I)** The OFT was performed in CMS rats after PHL treatment (n = 8 per group). The total distance traveled in the open field area (**H**). Time spent in the center (**I**). **(J)** Representative animal traces of rat movement in the OFT. Data are expressed as mean ± SEM. Two-way ANOVA with the Tukey's post hoc test (**D**). One-way ANOVA with the Tukey's post hoc test (**E-I**).^ ∗^*p* < 0.05, ^∗∗^*p* < 0.01, ^∗∗∗∗^*p* < 0.0001. ns, no significant difference.

**Figure 2:**
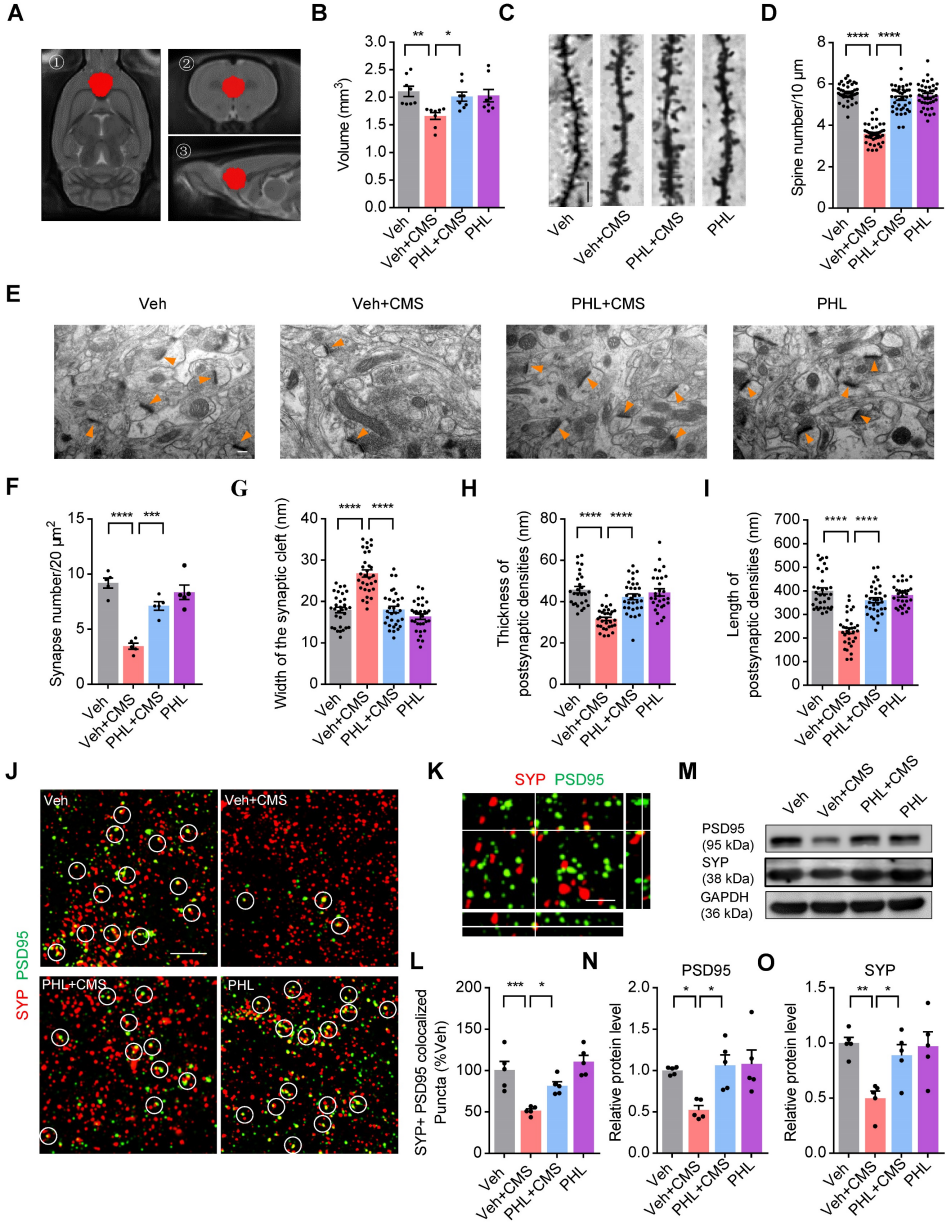
** PHL improves the neuronal structure in the mPFC after CMS exposure**.** (A)** The spatial location of the mPFC in the MRI. ① The axial view of the mPFC in T2 image. ② The coronal view of the mPFC in T2 image. ③ The sagittal view of the mPFC in T2 image. **(B)** Quantification of the volume of the mPFC in different group of rats (n = 8 rats per group). **(C)** The representative images of dendritic spine of pyramidal neurons in the mPFC by Golgi-Cox staining. Scale bar = 5 μm. **(D)** Quantification of dendritic spine density of pyramidal neurons in the mPFC (n = 40 neurons from 5 rats per group). **(E)** The representative electron micrographs of the mPFC sections. Orange arrows show synapses. Scale bar = 200 nm. **(F-I)** The number of synapse per 20 μm^2^ (**F**) (n = 5 rats per group), synaptic cleft width (**G**), thickness (**H**) and length (**I**) of postsynaptic density (PSD) were calculated by the Image J software (n = 27 to 34 synapses from 5 rats per group). **(J)** Super-resolution SIM images of Synaptophysin (SYP) (prestsynaptic marker) (red) and PSD95 (postsynaptic marker) (green) puncta in the mPFC. Co-localized puncta were indicated by circles. Scale bar = 4 μm. **(K)** Orthogonal view of SIM images showing co-localization of SYP (red) and PSD95 (green). Scale bar = 2 μm. **(L)** Quantification of the co-localization of SYP and PSD95 on super-resolution SIM images of the mPFC in different group of rats (n = 5 rats per group). **(M)** The expression of PSD95 and SYP in the mPFC of different group rats was detected by western blot. The GAPDH was served as the internal control. **(N-O)** Relative quantitative analysis of PSD95 and SYP protein level in the mPFC (n = 5 rats per group). Data are expressed as mean ± SEM. One-way ANOVA with Tukey's post hoc test (**B, D, F**-**I, L, N-O**). ^∗^*p* < 0.05, ^∗∗^*p* < 0.01,^ ∗∗∗^*p* < 0.001,^ ∗∗∗∗^*p* < 0.0001.

**Figure 3:**
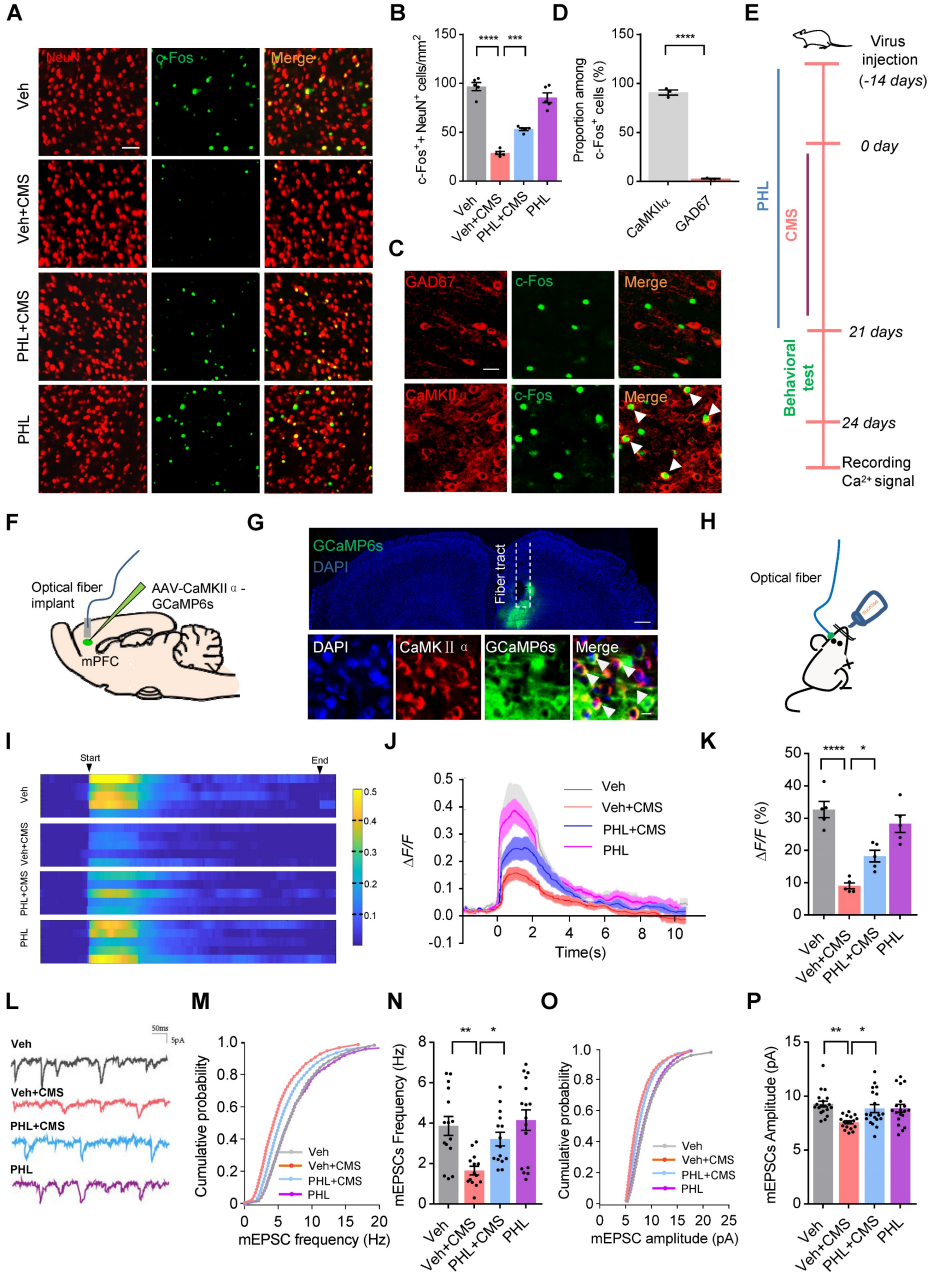
** PHL improves the neuronal activity in mPFC after CMS exposure**. **(A)** Representative immunostaining images of NeuN (red) and c-Fos (green) in the mPFC. Scale bar = 50 μm. **(B)** Quantification of c-Fos and NeuN double-positive cells in the mPFC (n = 5 rats per group). **(C)** Representative images of CaMKIIα or GAD67 positive cells co-labeled with c-Fos positive cells in the mPFC of Veh group rats after FST. White arrowheads showed the co-labeled cells. Scale bar = 20 μm. **(D)** Quantification of CaMKIIα or GAD67 and c-Fos double-positive cells in the mPFC of Veh group rats after FST (n = 3 rats per group). **(E)** Timeline of the experimental procedure for recording Ca^2+^ signals.** (F)** Schematic illustration of fiber photometry recording paradigm *in vivo*. **(G)** Representative images of the expression of GCaMP6s in excitatory neurons and the position of optical fiber tract in the mPFC (top). Scale bar = 200 μm. Bottom: representative images of the co-localization of GCaMP6s-expressing cells (green) and CaMKIIα positive cell (red) in the mPFC. White arrowheads showed the co-labeled cells. Scale bar = 20 μm. **(H)** Schematic of fiber photometry recording in the sucrose water intake-induced changes of Ca^2+^ signals. **(I)** Representative heat maps showed the changes of Ca^2+^ signals evoked by sucrose water in different groups. **(J-K)** Representative traces (**J**) and average ΔF/F (**K**) of GCaMP6s signals during in sucrose water intake (n = 5 rats per group). **(L)** Representative mEPSCs (mini excitatory postsynaptic current) traces from pyramidal neurons in the mPFC of different group rats. **(M-P)** Cumulative distribution (**M, O**) and average frequency (**N**) and amplitude (**P**) of mEPSCs in the mPFC of different group rats (n = 14 to 19 cells from 5 rats per group). Data are shown as mean ± SEM. One-way ANOVA with the Tukey's post hoc test (**B**, **K**,** N**, **P**). Two-tailed t tests (**D**). ^∗^*p* < 0.05, ^∗∗^*p* < 0.01,^ ∗∗∗^*p* < 0.001, ^∗∗∗∗^*p* < 0.0001.

**Figure 4:**
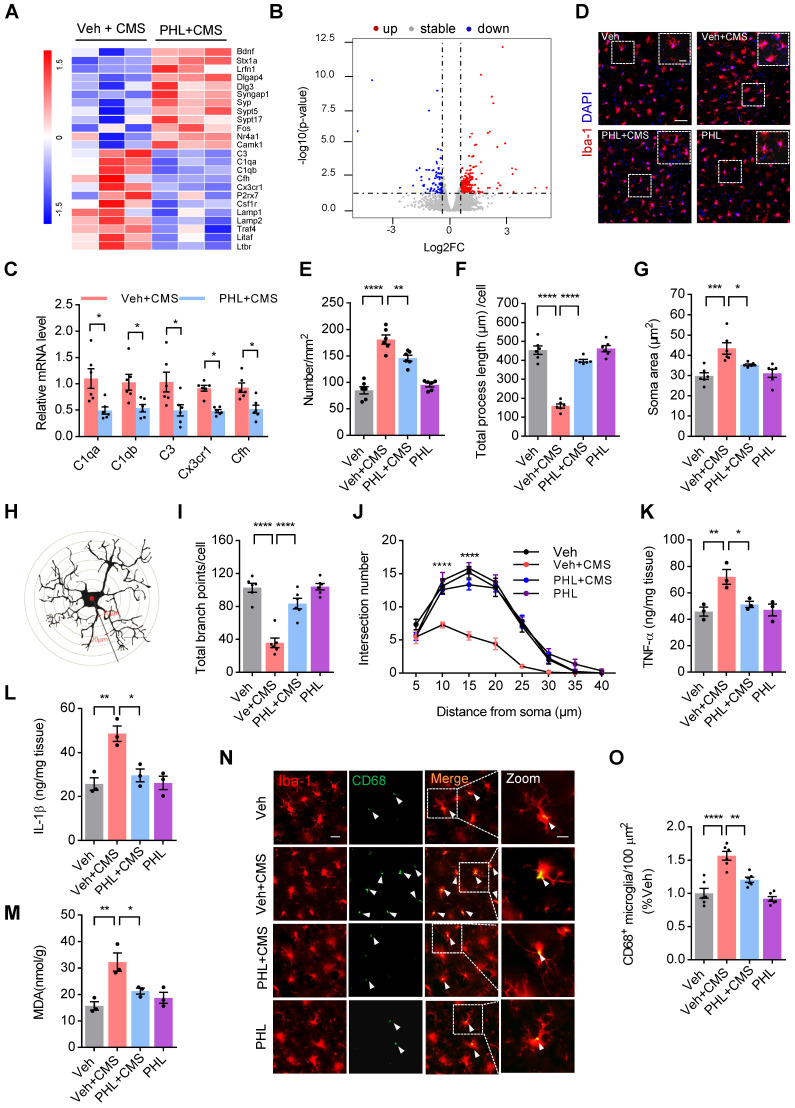
** PHL suppresses the microglia activation in the mPFC after CMS exposure. (A)** Heat maps of the differentially expressed genes determined by RNA-seq from the mPFC tissues. **(B)** Volcano plot showed the significantly differentiated genes. Up-regulated genes were shown in red, while down-regulated genes were shown in blue.** (C)** Real-time PCR was carried out to verify several candidate genes indicated in (**A**) after the treatment of PHL. **(D)** Representative immunostaining images of Iba-1^+^ positive microglia (Red) in the mPFC of different groups. Scale bar = 50 μm. Zoom in images (bar = 20 μm). **(E-G)** The histogram represents the quantification of number (**E**), process length (**F**), and soma area (**G**) of Iba-1^+^ cells in the mPFC of different groups (n = 6 rats per group). **(H)** The diagram of concentric Sholl radii for analyzing the morphology of microglia. **(I-J)** The number of total branch point per cell (**I**) and intersections per radius (**J**) were identified in different groups (n = 6 rats per group). **(K-M)** The levels of TNF-α (**K**), IL-1β (**L**) and MDA (**M**) in the mPFC tissues were measured in different groups (n = 3 rats per group). **(N)** Representative immunostaining images of Iba-1 (red) and CD68 (green) in the mPFC of different groups. Scale bar = 20 μm. Zoom in images (bar = 10 μm). **(O)** The CD68^+^ microglia were presented in different group (n = 6 rats per group). Data are shown as mean ± SEM. Two-tailed t tests (**C**). Two-way ANOVA with the Tukey's post hoc test (**J**). One-way ANOVA with the Tukey's post hoc test (**E**-**G**,** I**, **K-M**).^ ∗^*p* < 0.05, ^∗∗^*p* < 0.01,^ ∗∗∗^*p* < 0.001,^ ∗∗∗∗^*p* < 0.0001.

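All 12 genes that the heat map draws higher with PHL had log2 fold changes above 0 in the PHL + CMS group against the Veh + CMS group, from 0.29 to 1.01, and all 12 drawn lower had log2 fold changes below 0, from -1.84 to -0.27. Bdnf, a neurotrophin that neurons release with activity, was at 9.61 ± 0.951 FPKM (SD, n = 3) in the PHL + CMS group, 5.03 ± 2.12 FPKM in the Veh + CMS group and 9.87 ± 0.0872 FPKM in the Veh group (SD, n = 3 each). Stx1a, the syntaxin of the synaptic fusion complex, was at 169 ± 8.15, 125 ± 8.97 and 179 ± 28.4 FPKM in the same order (SD, n = 3 each). Of the genes drawn lower, Lamp2, a membrane protein of lysosomes, was at 50.6 ± 5.09, 75.1 ± 7.42 and 51.7 ± 6.75 FPKM in the same order (SD, n = 3 each). Ltbr, the lymphotoxin receptor that signals to NF-kB, had a log2 fold change of -0.35 (SE 0.09), and P2rx7, an ATP-gated channel of microglia, -0.38 (SE 0.29).

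At an unadjusted p under 0.05 in limma there were 11 genes in each direction, and the libraries of the groups did not overlap for 11 of the genes drawn higher and 10 of those drawn lower. Over all genes tested none passed, with adjusted p from 0.151 to 0.478 for the genes drawn higher and from 0.149 to 0.557 for those drawn lower (limma). Adjusted over the list alone, 10 of the former and 11 of the latter passed, and as lists they gave adjusted p of 8.43e-08 and 1.78e-08 in limma camera (adjusted p = 0.301 for both with an estimated correlation). The study chose these genes on the same samples, so their direction is not independent evidence. Without PHL + CMS replicate 2, Litaf (log2 fold change -1.10) and Traf4 (-0.88) passed limma over all genes, each with an adjusted p of 0.0371. In the Veh + CMS group against the Veh group all 24 genes had the opposite sign. This comparison shares the Veh + CMS libraries, in which the study chose the genes, so these signs are not independent evidence, and how many a shared group gives without any change was not tested. Of the 24 genes, Syt5 (-0.58, SE 0.10), Camk1 (-0.57, SE 0.11) and Stx1a (-0.51, SE 0.12) fell and Litaf (1.21, SE 0.24), Lamp2 (0.54, SE 0.12) and Lamp1 (0.51, SE 0.11) rose at an adjusted p under 0.05 in limma, in all 9 libraries. These calls were lost without Veh replicate 1 (lowest adjusted p = 0.0970, Camk1), Veh replicate 2 (0.116, Syt5), Veh + CMS replicate 1 (0.0517, Syt5), Veh + CMS replicate 2 (0.0754, Syt5) and Veh + CMS replicate 3 (0.0828, Syt5 and Lamp1 by limma), and without Veh replicate 3 those of Camk1 (0.0510) and Lamp1 (0.0578) were lost. The labels Sypt5 and Sypt17 of the heat map were read as Syt5 and Syt17.

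**Figure D4:**
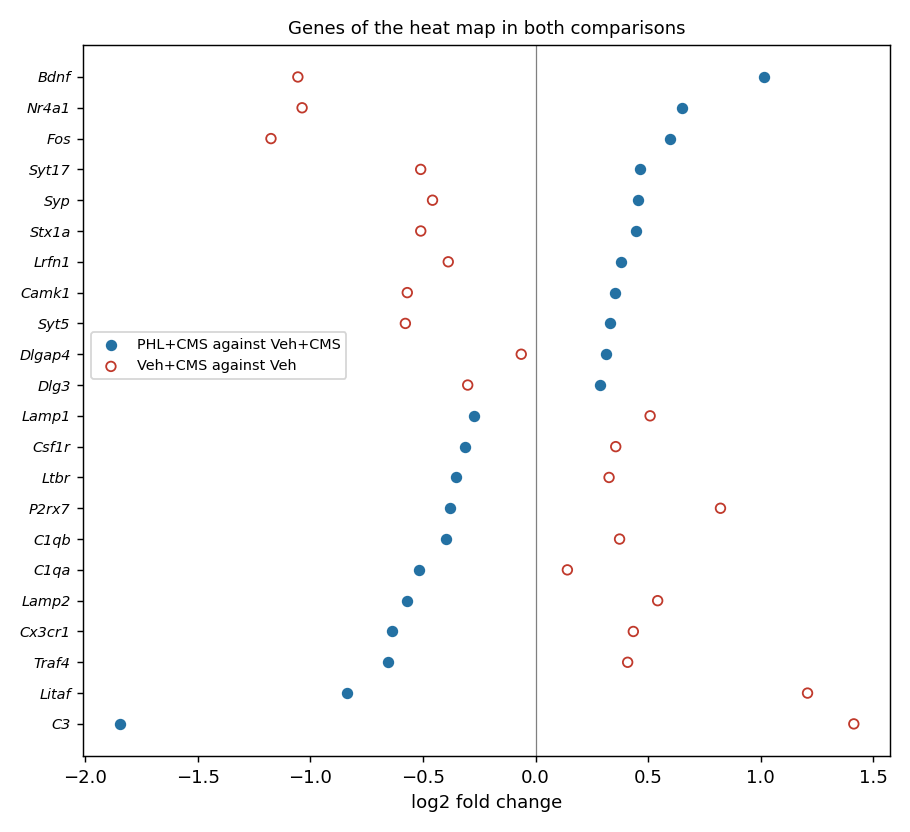
Log2 fold change (x axis) of 22 of the heat map genes in PHL + CMS against Veh + CMS (filled blue) and in Veh + CMS against Veh (open red). Each gene has the opposite sign in the 2 comparisons, which share the 3 Veh + CMS libraries; C3 is at -1.84 and 1.41.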

**Figure 5:**
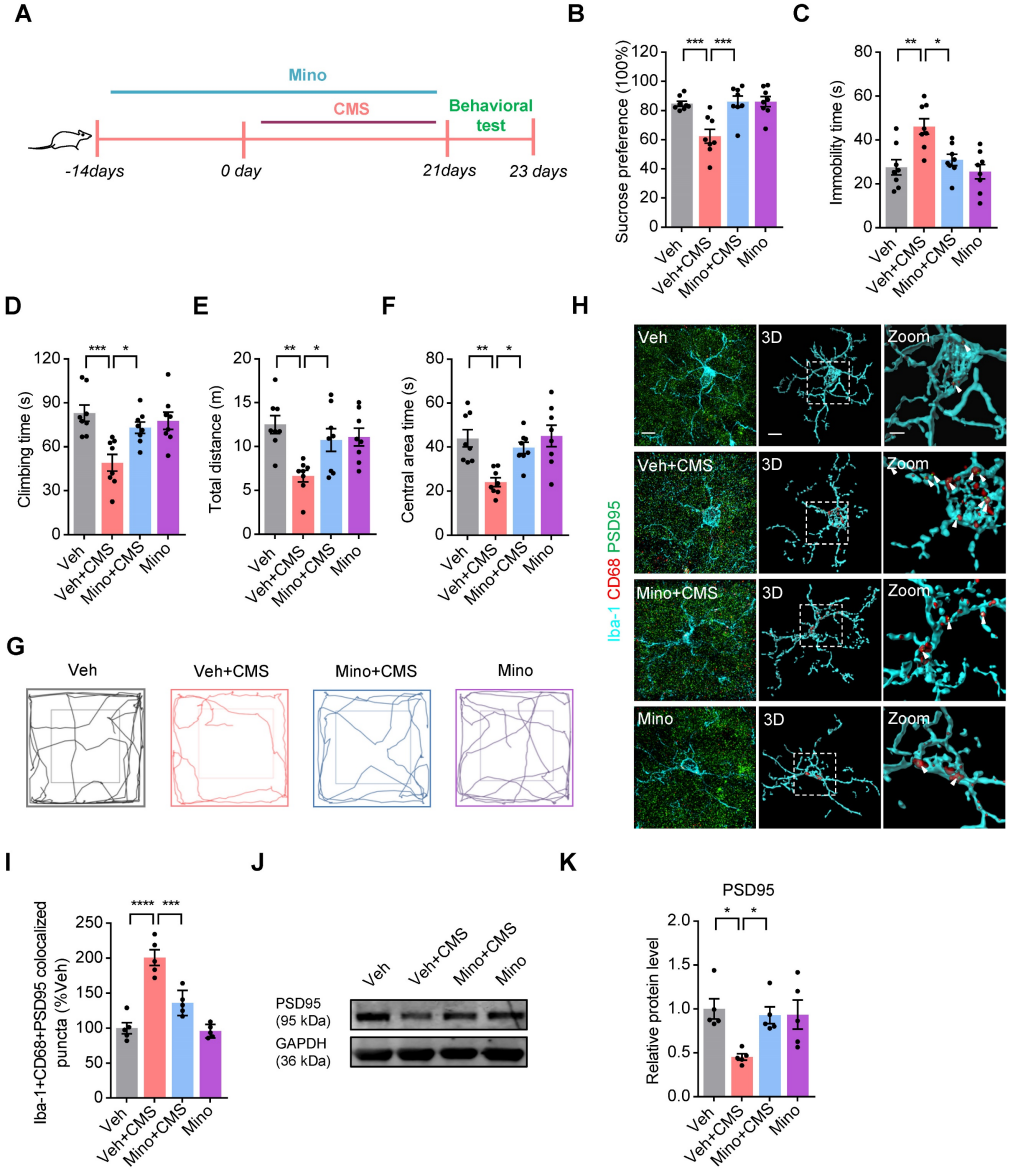
**Microglia mediated synaptic engulfment is involved in the CMS-induced depression-like behaviors in the mPFC. (A)** Schematic diagrams of the Minocycline (Mino) and CMS treatment and behavioral tests. **(B)** Sucrose preference was measured in CMS rats after Mino treatment (n = 8 rats per group).** (C-D)** The FST was evaluated in CMS rats after Mino treatment (n = 8 rats per group). The immobility time spent in the FST (**C**). The climbing time spent in the FST (**D**). **(E-F)** The OFT was performed in CMS rats after Mino treatment (n = 8 per group). The total distance traveled in the open field area (**E**). Time spent in the center (**F**). **(G)** Representative animal traces of rat movement in the OFT. **(H)** Representative images and 3D reconstruction rendering of Iba-1^+^ microglia (cyan) containing PSD95^+^ puncta (green) and CD68 (red). Scale bar = 5μm. Zoom in images (bar = 2 μm). White arrowheads showed the co-localization between PSD95 and CD68 in microglia. **(I)** Quantification of the co-localization of PSD95 and CD68 in Iba-1^+^ microglia after the treatment of Mino (n = 5 rats per group). **(J)** The expression of PSD95 in the mPFC of different group rats was detected by western blot. The GAPDH was served as the internal control.** (K)** Relative quantitative analysis of PSD95 protein level in the mPFC (n = 5 rats per group). Data are shown as mean ± SEM. One-way ANOVA with the Tukey's post hoc test (**B-F, I, K**). ^∗^*p* < 0.05, ^∗∗^*p* < 0.01, ^∗∗∗^*p* < 0.001, ^∗∗∗∗^*p* < 0.0001.

**Figure 6:**
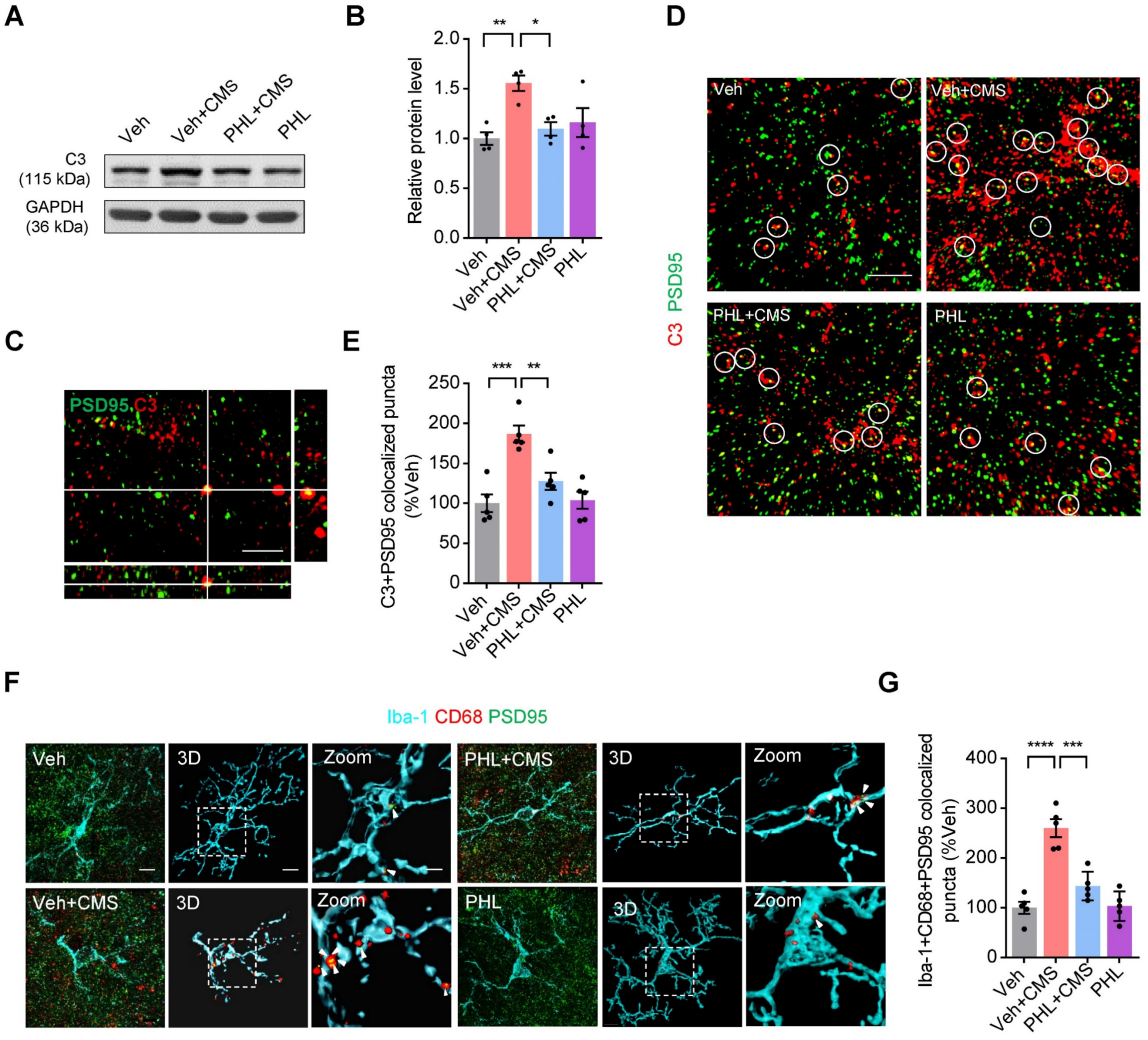
** PHL decreases the CMS-induced C3 deposition onto synapses and subsequent synaptic engulfment in the mPFC**. **(A)** The expression of C3 in the mPFC was detected by western blot. The GAPDH was served as the internal control. **(B)** Relative quantitative analysis of C3 protein level in the mPFC (n = 4 rats per group).** (C)** Orthogonal view of SIM images showed co-localization of C3 (red) and PSD95 (green). Scale bar = 2 μm. **(D)** Representative immunostaining images showed higher percentage of PSD95 (green) co-localized with C3 (red) in CMS rats. Co-localized puncta were indicated by circles. Scale bar = 4 μm. **(E)** Quantification of the co-localization of PSD95 and C3 in the mPFC of CMS rats after the treatment of PHL (n = 5 rats per group). **(F)** Representative images and 3D reconstruction rendering of Iba-1^+^ microglia (cyan) containing PSD95^+^ puncta (green) and CD68 (red). Scale bar = 5μm. Zoom in images (bar = 2 μm). White arrowheads showed the co-localization between PSD95 and CD68 in microglia. **(G)** Quantification of the co-localization of PSD95 and CD68 in Iba-1^+^ microglia after the treatment of PHL (n = 5 rats per group). Data are shown as mean ± SEM. One-way ANOVA with the Tukey's post hoc test (**B, E, G**). ^∗^*p* < 0.05, ^∗∗^*p* < 0.01,^ ∗∗∗^*p* < 0.001, ^∗∗∗∗^*p* < 0.0001.

**Figure 7:**
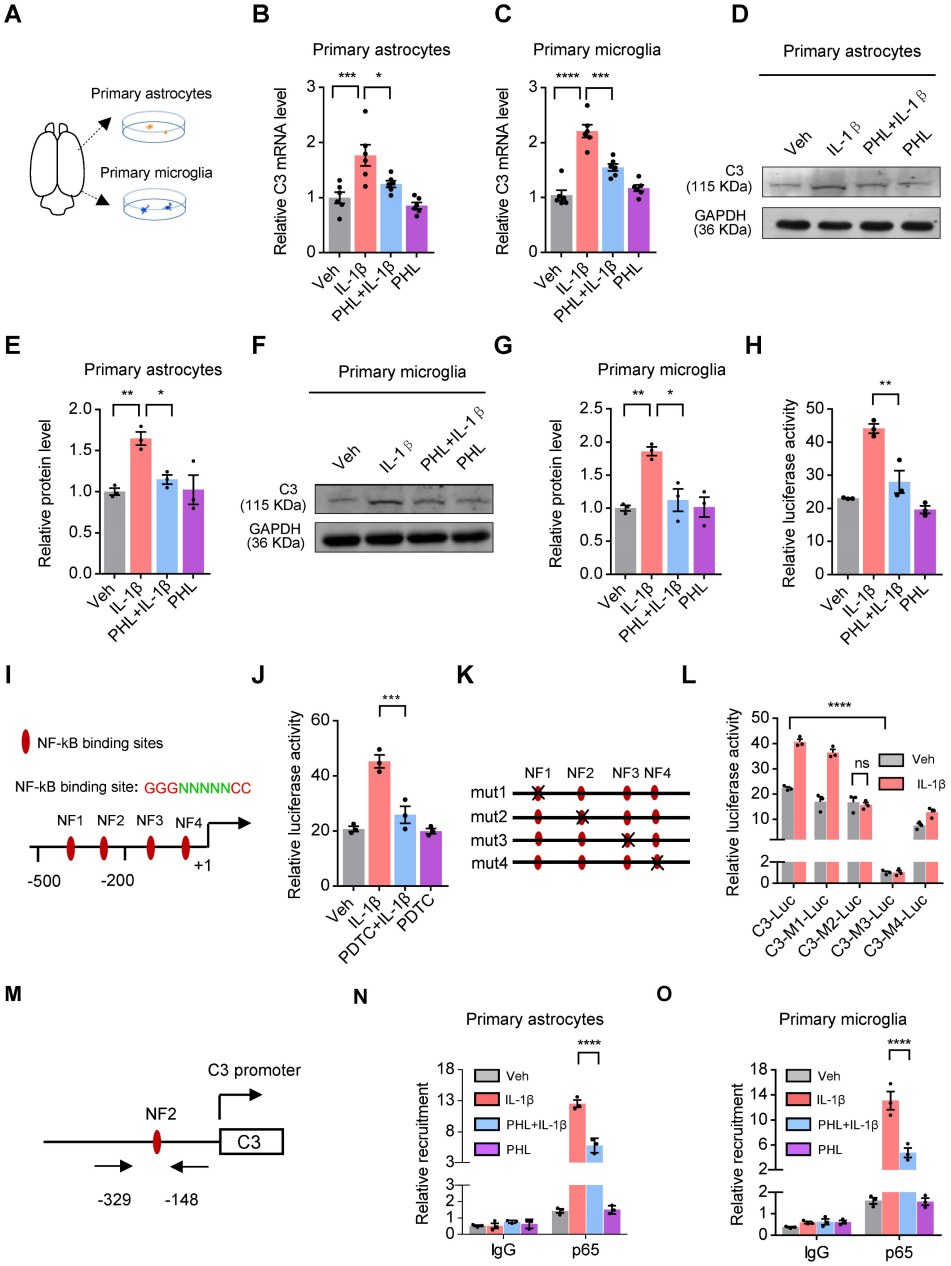
** PHL decreases the expression of C3 *via* inhibiting the NF-kB pathway**. **(A)** Schematic experimental procedure to prepare for rat primary cultured microglia and astrocytes. **(B-C)** The mRNA level of C3 was examined in rat primary astrocytes (**B**) and microglia (**C**) (n = 6 per group). (**D, F**) The protein level of C3 was detected by western blot in rat primary astrocytes (**D**) and microglia (**F**). **(E**, **G)** Relative quantitative analysis of C3 protein level in primary astrocytes (**E**) and microglia (**G**) (n = 3 per group). **(H)** Effects of PHL on the IL-1β-induced C3 promoter activity in BV2 cells (n = 3 per group). **(I)** Schematic structure of the rat C3 promoter and the core sequence of NF-κB binding site. The four putative NF-κB binding sites were named as NF1, NF2, NF3 and NF4, respectively. **(J)** Effects of PDTC on the IL-1β-induced C3 promoter activity in BV2 cells (n = 3 per group). **(K)** Schematic drawings of four mutated NF-κB binding site constructs. **(L)** Effects of mutation of NF-κB binding sites on the IL-1β-induced C3 promoter activity in BV2 cells (n = 3 per group). **(M)** The location of primers in the C3 promoter for ChIP assays was shown. **(N-O)** Effects of PHL on the DNA binding activity of p65 to the NF2 site of C3 promoter in primary rat astrocytes (**N**) and microglia (**O**) in the presence of IL-1β by ChIP assays (n = 3 per group). Data are shown as mean ± SEM. One-way ANOVA with the Tukey's post hoc test (**B, C, E, G, H, J**). Two-tailed t tests (**L**). Two-way ANOVA with the Tukey's post hoc test (**N-O**).^ ∗^*p* < 0.05, ^∗∗^*p* < 0.01,^ ∗∗∗^*p* < 0.001,^ ∗∗∗∗^*p* < 0.0001.

**Figure 8:**
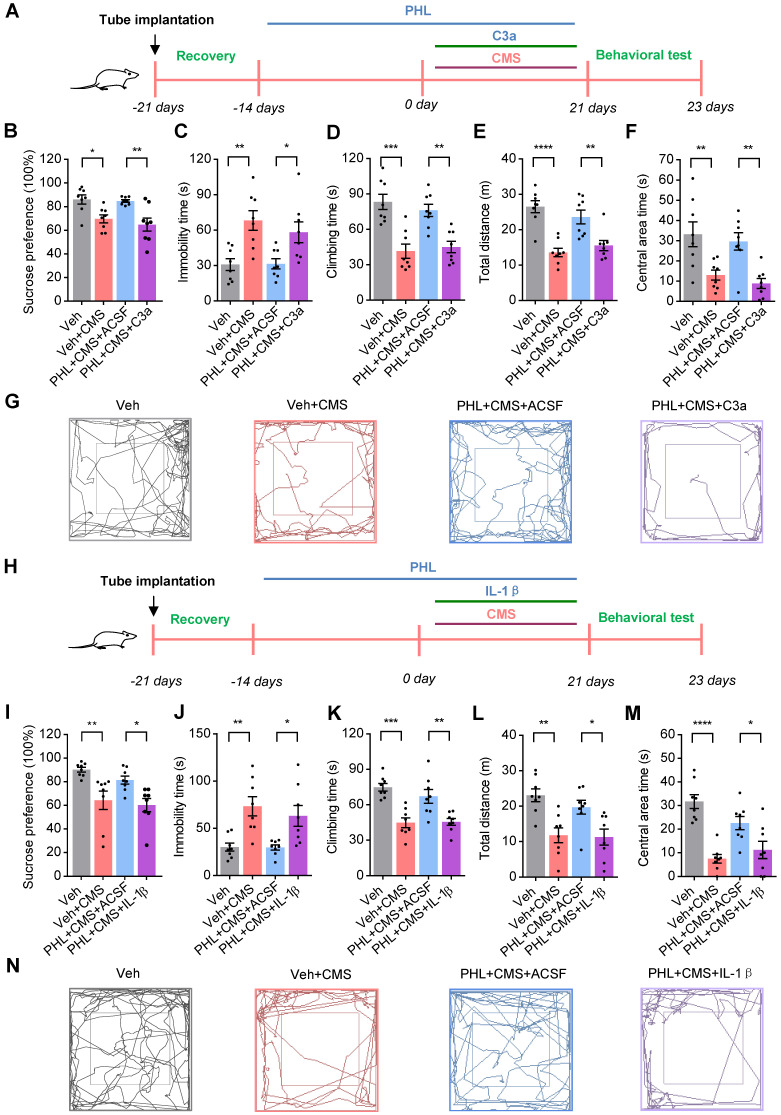
**PHL represses the NF-κB-C3 axis to prevent the CMS-induced depressive-like behaviors in the mPFC**. **(A)** Schematic diagrams of the C3a injection and behavioral tests. **(B)** Sucrose preference was measured after the injection of C3a (n = 8 rats per group).** (C-D)** The FST was evaluated after the injection of C3a (n = 8 rats per group). The immobility time spent in the FST (**C**). The climbing time spent in the FST (**D**). **(E-F)** The OFT was performed after the injection of C3a (n = 8 rats per group). The total distance traveled in the open field area (**E**). Time spent in the center (**F**). **(G)** Representative animal traces of rat movement in the OFT after the injection of C3a. **(H)** Schematic diagrams of the IL-1β injection and behavioral tests. **(I)** Same as in (**B**) but injection of IL-1β. **(J-K)** Same as in (**C-D**) but injection of IL-1β. **(L-M)** Same as in (**E-F**) but injection of IL-1β. **(N)** Representative animal traces of rat movement in the OFT after the injection of IL-1β. Data are shown as mean ± SEM. One-way ANOVA with the Tukey's post hoc test (**B-F, I-M**). ^∗^*p* < 0.05, ^∗∗^*p* < 0.01,^ ∗∗∗^*p* < 0.001, ^∗∗∗∗^*p* < 0.0001.

## Abbreviations

PHL: Phloretin
CMS: chronic mild stress
mPFC: medial prefrontal cortex
SPT: sucrose preference test
FST: forced swimming test
OFT: open field test
MRI: Magnetic Resonance Imaging
ACSF: artificial cerebrospinal fluid
FBS: fetal bovine serum
SYP: synaptophysin
PSD95: postsynaptic density 95
mEPSC: mini excitatory postsynaptic current
LTP: long term potentiation
LTD: Long term depression
ChIP: chromatin immunoprecipitation
PDTC: pyrrolidinedithiocarbamate ammonium
GAPDH: glyceraldehyde-3-phosphate dehydrogenase

How the deposited data were processed for this re-analysis (not part of the article)

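RNA from mPFC tissue was compared between the Veh, Veh + CMS and PHL + CMS groups, with 3 libraries per group and 9 in all. Conditions and replicate numbers were taken from the sample labels and the paper. The authors deposited a single table of FPKM, which relate fragments to gene length and to the size of the library, for 34463 Ensembl genes, and no table of counts. By the submitters' processing notes, reads were aligned to Rnor_6.0 with HISAT2. Versions, the counting tool, the FPKM tool, read filters and the annotation release are not given in the sources used here. Each library's FPKM, multiplied by the gene length in the table, gave whole multiples of 1 step to within 1e-06, and these were taken as reads per gene. The libraries held 13913639 to 16960004 such reads. The deposited FPKM already carry a scaling between libraries that lies within 0.265% of the median of ratios, so no further scaling was applied.

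Genes with a mean FPKM of at least 0.5 over the 9 libraries were tested. That left 16159 genes, of which 13737 are protein-coding and 506 are microRNAs, small nucleolar or small nuclear RNAs, and left out 18304. Among the tested genes 1174 have no symbol and were counted but not named, and 60 symbols stand for more than 1 gene identifier. A linear model was fitted with limma 3.58.1 in R 4.3.3 to log2(FPKM + 0.1), with empirical Bayes moderation, a trend of the variance on the mean and all 3 groups in the same fit, giving 9.04 residual degrees of freedom with the prior. The comparisons were PHL + CMS against Veh + CMS, Veh + CMS against Veh, and PHL + CMS against Veh. Tests were two-sided and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. A second count took an unadjusted p under 0.05 and a change of at least 1.5-fold. For genes that the paper names, an exact permutation test of the 3 libraries against 3 was added, whose smallest p is 0.1.

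Lists of genes for pathways, cell types and cell states were written by hand from general knowledge. Of 1132 listed symbols 1088 were matched by symbol and 6 by a RefSeq synonym, and 38 are not in the table. Lists with at least 5 tested genes, 39 in number, were tested with camera at a preset correlation of 0.01, and again with a correlation estimated from the data, since the preset value counts genes that vary together between libraries as nearly independent. The genes named in the text were the genes the paper names, whose directions in Figure 4A had been seen, the 10 genes with the smallest p in each direction of each comparison among those whose groups do not overlap, and up to 4 members of a list with the smallest p.

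Alternatives covered a pseudocount of 1 or 0.01, no filter, a mean FPKM of at least 1, median-of-ratios scaling, quantile normalization, a fit of only the 2 groups compared, moderation without trend or robust, library weights, a block for the replicate number, each library left out in turn, a 2-fold change, the lines drawn in Figure 4B, fry in place of camera, and lists without the genes of Figure 4A. Chosen after seeing the data were voom on the recovered reads, protein-coding genes only, scaling by each library's own read total, and a split of the Veh + CMS libraries between the comparisons that share them. Correlations of changes between comparisons that share libraries were set beside 100 simulations of unchanged groups, in which each gene varied on its own. The fits were tested on simulated data with known changes. Read quality, batches and the animals behind the libraries were not examined, since the table does not hold them. Some genes are not reported here by name, though the counts and list tests include them.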

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

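The tests of neuronal share, striatal tissue, white matter and microglial share below were chosen only after the result was seen.

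Several lists of genes that the paper does not discuss passed the list test in these libraries (n = 3 per group). In the PHL + CMS group against the Veh + CMS group, 46 of 48 genes of cytosolic ribosomal proteins were below 0, with a median log2 fold change of -0.22 (limma camera, adjusted p = 9.73e-11, and adjusted p = 0.348 with an estimated correlation). Rps28 stood at -0.57 (SE 0.14). Genes of oligodendrocytes and myelin (median -1.05), oligodendrocyte precursors (-0.56) and striatum (-1.01, and -0.64 without Veh + CMS replicate 1) were lower and genes of excitatory neurons (0.22) were higher. These 4 lists passed limma camera, with adjusted p = 0.301, 0.301, 0.379 and 0.301 with an estimated correlation. The mean of the striatum list ran from -0.59 to 1.08 within the Veh group itself. Of 14 heat shock genes 13 were above 0, with a median of 0.18 (limma camera, adjusted p = 0.0298, and adjusted p = 0.462 with an estimated correlation). The heat shock call was lost without Veh + CMS replicate 2 (adjusted p = 0.113), Veh + CMS replicate 3 (0.0824), PHL + CMS replicate 2 (0.0819) and PHL + CMS replicate 3 (0.232 by limma camera), with a median of 0.12 without Veh + CMS replicate 2 and 0.08 without PHL + CMS replicate 3.

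In the Veh + CMS group against the Veh group, 50 of 51 genes of oxidative phosphorylation were below 0, with a median of -0.26 (limma camera, adjusted p = 3.91e-12, and adjusted p = 0.359 with an estimated correlation). Random lists matched on gene length and expression had a median of -0.17 for oxidative phosphorylation here, and 36 of 10000 were as low. Of 16 genes of excitatory neurons 15 were below 0, with a median of -0.37 (limma camera, adjusted p = 0.000173, and adjusted p = 0.359 with an estimated correlation). Genes of oligodendrocytes and myelin (1.66) and of oligodendrocyte precursors (1.07) were higher (limma camera, adjusted p = 0.359 for both with an estimated correlation). In the PHL + CMS group against the Veh group, 21 of 25 genes of the glucocorticoid response were above 0, with a median of 0.24 (limma camera, adjusted p = 0.00435, and adjusted p = 0.812 with an estimated correlation). Sgk1, a kinase that glucocorticoids induce, stood at 1.05 (SE 0.22), and the call of the list was lost without Veh replicate 3 (limma camera, adjusted p = 0.119) and without PHL + CMS replicate 3 (0.114). Its median was 0.39 without Veh replicate 2. In the same comparison 50 of 51 genes of oxidative phosphorylation were below 0, with a median of -0.25 (limma camera, adjusted p = 5.06e-22, and adjusted p = 0.812 with an estimated correlation), and 11 of 11 precursor genes above 0, with a median of 0.38 (adjusted p = 2.27e-05, and adjusted p = 0.812 with an estimated correlation). Of 48 genes of cytosolic ribosomal proteins 42 were below 0 there, with a median of -0.15, and -0.10 without Veh replicate 3 (limma camera, adjusted p = 5.58e-07, and adjusted p = 0.812 with an estimated correlation, 0.577 with fry and 0.0587 with quantile normalization). The median of the precursor genes was 0.23 without PHL + CMS replicate 2 and 0.65 without PHL + CMS replicate 3.

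Oligodendrocyte and myelin genes were higher in the Veh + CMS group than in the Veh group. A lower share of neuronal RNA would raise the markers of other cell types alike, but the myelin list moved away from the mean of the astrocyte and endothelial lists by 1.46 (SE 0.284), which argues against it as the whole cause. Striatal tissue is argued against as the whole source of the myelin difference, which was 1.51 (SE 0.381) with the striatum list as a covariate and 1.55 (SE 0.298) without it. It is not argued against as part of the dissected pieces, since 17 of 18 striatum markers were above 0 in this comparison (median 0.70). More white matter in the pieces would lower the pan-neuronal list, which stood at -0.34 (SE 0.154), and this cannot be told apart from CMS acting on oligodendrocytes, since all 3 Veh + CMS libraries carry the difference and no dissection record is at hand. An effect of CMS on oligodendrocytes therefore stays open as a hypothesis.

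Complement and microglial genes were lower in the PHL + CMS group than in the Veh + CMS group. The mean of the microglial list and the genes measured by real-time PCR differed by -0.48 (SE 0.134), and by -0.20 (SE 0.205) with the myelin list as a covariate: the myelin list itself follows the groups, so myelin-rich tissue and PHL cannot be told apart as sources of this difference, and why the estimate shrank was not tested. A lower share of microglial RNA goes with the 22 homeostatic microglia genes that Figure 4A does not show, which differed by -0.42 (SE 0.134), 20 of them below 0. A first test of that share, which set C3 and other genes that the study picked against the other microglial genes (-1.43, SE 0.399 for C3), decides nothing, because the study picked them in these libraries. The paper counted Iba-1+ cells in the mPFC and reports more of them after CMS, a rise that PHL inhibited (Figure 4D-E). That count also goes with a lower share, though the main text does not say whether the same animals were sequenced. Lower expression within microglia under PHL stays open beside these.

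Genes of oxidative phosphorylation and of cytosolic ribosomal proteins were lower in the PHL + CMS group than in the Veh group (adjusted p = 0.812 for both with an estimated correlation), and short genes were lower in general (Spearman correlation of gene length and log2 fold change 0.347 over 13737 protein-coding genes, against 0.206 for Veh + CMS against Veh and 0.0619 for PHL + CMS against Veh + CMS). Random lists matched on length and expression had a median of -0.14 for oxidative phosphorylation, and 0 of 10000 were as low as the list. These lists draw unrelated genes, while the genes of a pathway can vary together between libraries. They therefore cannot decide whether gene length is the whole cause. For ribosomal proteins the matched lists had a median of -0.15, the same as the list (-0.10 without Veh replicate 3), so that gene length goes with this part. But in the Veh + CMS group against the Veh group the ribosomal list stood at 0.07 and its matched lists at -0.21. That 0.07 was 0.009 without Veh replicate 1 and 0.13 without Veh replicate 3. In the PHL + CMS group against the Veh + CMS group, 0 of 10000 matched lists were as low as the ribosomal proteins. An effect of the treatments on mitochondrial genes was not tested further and stays open.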

How the results depend on the processing

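The settings with voom on the recovered reads, protein-coding genes only, each library's own read total and the myelin covariate for single genes were chosen only after the result was seen; the cause of a change with the processing was not tested unless stated.

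The counts of genes past an adjusted p under 0.05 moved most. For PHL + CMS against Veh + CMS (0 genes in limma, 2542 at an unadjusted p under 0.05, 0 by voom) the count was 6 without the filter and 1 with eBayes without trend, and 0 to 285 with 1 library left out (285 without PHL + CMS replicate 2, 1 without Veh + CMS replicate 2 and 1 without Veh + CMS replicate 3). For Veh + CMS against Veh (613) it was 301 without the filter, 2 with eBayes without trend, 1315 with arrayWeights and 0 with the replicate block (limma; 3596 at an unadjusted p under 0.05 and 780 by voom with no block), and 0 to 493 with 1 library left out (0 without Veh replicate 1 or Veh + CMS replicate 3, 1 without Veh replicate 2, Veh + CMS replicate 1 or Veh + CMS replicate 2, 493 without Veh replicate 3). For PHL + CMS against Veh (0 in limma, 1741 at an unadjusted p under 0.05, 0 by voom) it was 4 without the filter and 0 to 1 with 1 library left out (1 without Veh replicate 3, PHL + CMS replicate 1 or PHL + CMS replicate 2). Replicate numbers were no ground for pairing: of 9 same-numbered pairs 0 had a residual correlation over 0.1 (-0.0974 to 0.0478).

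At an unadjusted p and 1.5-fold, the counts of 766, 1129 and 378 (in the same order) fell by construction with a 2-fold change, to 287, 498 and 164. With 1 library left out they were 562 to 1055, 944 to 1490 and 335 to 534. The count of 378 was 664 without the filter and 250 with protein-coding genes only, where fewer genes are tested. The share of higher genes was 26.8%, 72.4% and 48.1%, and within 10 points of that with quantile normalization (34.5%, 66.2% and 48.0%) and with each library's own read total (32.2%, 70.2% and 54.1%).

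Of the gene lists, 21 passed camera for PHL + CMS against Veh + CMS, 14 for Veh + CMS against Veh and 10 for PHL + CMS against Veh. Among the 21 and among the 14 are 3 lists that the study picked in these samples, and 16, 10 and 7 passed without these and the genes of Figure 4A. With an estimated correlation 0, 0 and 0 passed in limma (lists at an unadjusted p under 0.05: 5, 3 and 1), and fry called 7, 11 and 0. With 1 library left out the counts were 19 to 24, 13 to 18 and 5 to 12 (5 without PHL + CMS replicate 3, 6 without Veh replicate 3).

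The adjusted p of the complement list for PHL + CMS against Veh + CMS (0.00818) was 0.334 with an estimated correlation, 0.0864 with fry, 0.0611 without the filter and 0.163 without the genes of Figure 4A, and 0.000684 to 0.0461 with 1 library left out (limma). Microglial cell activation (0.0151) had 0.348, 0.121 with fry and 0.155 without the genes of Figure 4A, and 0.00102 to 0.0766 (without Veh + CMS replicate 2) with 1 library left out. The synaptic vesicle cycle and the structural constituents of the synapse both had 0.301 with an estimated correlation, and 2.48e-05 to 0.000960 and 2.53e-07 to 0.00172 with 1 library left out. The lysosome list (0.0522, and 0.407 with an estimated correlation, 0.114 with fry and 0.136 without the genes of Figure 4A) passed with a pseudocount of 1 (0.0484), without the filter (0.0491), with quantile normalization (0.0119), the replicate block (0.0396) and voom (0.0460), and had 0.00940 (without Veh + CMS replicate 1) to 0.143 (without Veh + CMS replicate 2) with 1 library left out. Apelin signaling (0.0761, and 0.301 with an estimated correlation) passed with voom (0.0468) and had 0.0439 (without PHL + CMS replicate 3) to 0.162 with 1 library left out. Coagulation (0.313 to 0.955), phagosome (0.0747 to 0.633) and NF-kB (0.270 to 0.909 with 1 library left out) passed in no setting. All of these settings ask for a shift in a single direction.

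C3, C1qa, C1qb and Cx3cr1 stayed below 0 for PHL + CMS against Veh + CMS, and passed over the list alone, in every alternative of the processing. With the myelin list as a covariate they stood at -0.75 (SE 0.567), -0.25 (SE 0.187), -0.30 (SE 0.226) and -0.51 (SE 0.395), and none passed (ordinary linear model, unadjusted p = 0.237 to 0.256). Without the covariate the SE in that model were 0.430, 0.124, 0.121 and 0.210. The myelin list follows the groups, so the fit cannot tell myelin-rich tissue and PHL apart. For Veh + CMS against Veh, 0 to 3 of 4 complement genes passed over the list alone with 1 library left out (0 without Veh + CMS replicate 2, 1 without Veh replicate 1). The correlation between the changes under CMS and under PHL (-0.61) lay inside the range of its own simulations of unchanged groups with a pseudocount of 0.01 (-0.561, simulated lowest -0.565) and without Veh + CMS replicate 2 (-0.651, simulated lowest -0.652), and beyond it in the other settings, with -0.682 to -0.528 over the settings with 1 library left out. The simulations let each gene vary on its own, which can make their range too narrow.

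Signs reversed for genes with values near 0. For Veh + CMS against Veh these were Dlg4 (0.0115), Camk2a (0.0342) and Dlgap4 (0.0149) with quantile normalization, and Aif1 (-0.0156) with arrayWeights. With 1 library left out, C1qc ran from -0.0144 (without Veh + CMS replicate 2) to 0.145, Aif1 from -0.129 (without Veh + CMS replicate 2) to 0.285, Nfkb1 from -0.0742 to 0.0662 (above 0 without Veh replicate 2 or Veh + CMS replicate 3) and Camk2a from -0.303 to 0.00728 (above 0 without Veh + CMS replicates 1 or 3). Gad1 for PHL + CMS against Veh + CMS ran from -0.0266 (without PHL + CMS replicate 1, and -0.0207 without Veh + CMS replicate 2) to 0.228. For PHL + CMS against Veh the direction of the striatum list (adjusted p = 0.00107 to 0.750) reversed without Veh replicate 3, and that of the interferon list (0.00287 to 0.979) without PHL + CMS replicate 1. Of the other settings of named genes, 2426 stayed on the same side of the threshold, passing or not, 31 came to pass and 196 no longer passed. Of lists these were 2294, 52 and 124. Small differences in the 18693 genes with fewer than 10 reads on average were not detectable at this depth. Of these 1067 were tested, and they make up 7 of the 613 genes and 101, 108 and 96 of the 766, 1129 and 378 genes above.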

Differences from the paper's values

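The setting with voom named below was chosen only after the result was seen. The paper's values for single genes come from real-time PCR and were read by eye, and those here are ratios of FPKM from sequencing, on the log2(FPKM + 0.1) scale turned back to a ratio. A value is given as different where it lies from the paper's by more than an SD and by more than 1.5 times. The SD is that of the PHL + CMS libraries, each set against the mean of the Veh + CMS group. It leaves out the spread of the Veh + CMS libraries and the error of reading by eye.

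For C1qa the ratio of the PHL + CMS group to the Veh + CMS group was 0.699 here, and the paper's is about 0.45 in Fig. 4C, read by eye. Of the alternatives set before the data were examined, those without Veh + CMS replicate 1 (0.644) and without PHL + CMS replicate 2 (0.665) did not differ by these bounds, and the others did. For C3 the ratio was 0.279 here, and the paper's is about 0.48 in Fig. 4C, read by eye. Of the alternatives set before the data were examined, a pseudocount of 1 (0.40) and the setting without Veh + CMS replicate 3 (0.335) did not differ by these bounds, and the others did. C1qb (0.760) and Cx3cr1 (0.643), with about 0.52 for each in Fig. 4C, read by eye, stayed within the bound of 1.5 times, C1qb narrowly. Without Veh + CMS replicate 2 (0.798) and without PHL + CMS replicate 1 (0.785) C1qb differed by these bounds too.

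The paper describes genes that differ in expression between the PHL + CMS and Veh + CMS groups, and its main text states a p under 0.05 for its statistics in general. The main text gives no fold threshold or adjustment for these genes, and the supplementary materials to which it refers for the sequencing procedures were not read here. Here 0 of 16159 genes passed an adjusted p under 0.05 in limma, with 2542 at an unadjusted p under 0.05 and 0 by voom. The settings that call genes are no filter (6), eBayes without trend (1), and those without PHL + CMS replicate 2 (285), Veh + CMS replicate 2 (1) or Veh + CMS replicate 3 (1). The volcano plot of Fig. 4B, read by eye, shows more higher than lower genes. Here 205 genes were higher and 561 lower at an unadjusted p under 0.05 and 1.5-fold, and 208 and 904 with the lines as drawn in that figure, whose fold lines are not named in the main text. For the 24 genes of the heat map in Fig. 4A all directions were the same here as drawn.

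Among the pathways that the paper lists as enriched, the synaptic vesicle cycle and complement lists passed here for PHL + CMS against Veh + CMS, with adjusted p = 0.301 and adjusted p = 0.334 with an estimated correlation, and the others did not. The adjusted p of the others from limma camera were 0.0522 for lysosome, 0.0761 for apelin signaling, 0.306 for phagosome, 0.549 for NF-kB and 0.730 for coagulation, with hand-written lists and a test other than the paper's. Camera asks for a shift in a single direction, and the paper names none for these pathways. The mixed test of fry counts changes either way but does not set a list against other genes. Its unadjusted p was 0.00222 for lysosome, 0.00114 for apelin signaling, 0.00304 for phagosome, 0.0115 for NF-kB and 0.0244 for coagulation. Complement and coagulation, a single pathway in the paper, were tested only as separate lists. The lysosome list passed with a pseudocount of 1 (0.0484), no filter (0.0491), quantile normalization (0.0119), the replicate block (0.0396) and without Veh + CMS replicate 1 (0.00940). It did not with an estimated correlation (0.407), with fry (0.114), without the genes of Figure 4A (0.136) or without Veh + CMS replicate 2 (0.143). Apelin signaling passed without PHL + CMS replicate 3 (0.0439) and had 0.301 with an estimated correlation, 0.105 without the genes of Figure 4A and up to 0.162 with 1 library left out (without PHL + CMS replicate 1). With voom, chosen after seeing the values, lysosome (0.0460) and apelin signaling (0.0468) also passed.

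The paper reports complement cascade genes as higher after CMS. Here C3, C1qa and C1qb were all above 0, and none passed limma over all genes tested; C3 and C1qb passed over the list alone. The complement list did not pass with all libraries (adjusted p = 0.0804), and did without Veh replicate 2 (0.0284) and without Veh + CMS replicate 1 (0.0101). It had adjusted p = 0.528 with an estimated correlation and 0.295 without Veh + CMS replicate 2. Its median of 0.14 was 0.08 without Veh + CMS replicate 2 and 0.09 without Veh replicate 1.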

Other observations

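The counts by splits of the samples below were set in advance, and the naming of Ttr, Sst and Vip and the split of the Veh + CMS libraries between comparisons were chosen only after the result was seen.

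In the PHL + CMS group against the Veh + CMS group, immediate early genes, which report neuronal activity, were higher as a list. Of 30 such genes 25 were above 0, with a median log2 fold change of 0.59 (limma camera, adjusted p = 2.45e-06, and adjusted p = 0.348 with an estimated correlation), and adjusted over the list alone 7 were higher. Egr3, a transcription factor of synaptic plasticity, stood at 0.71 (SE 0.15) and Fosb at 1.22 (SE 0.29). Markers of excitatory neurons (16 of 16 above 0), pan-neuronal markers (12 of 15) and heat shock genes (13 of 14) were higher too. Neuronal activity was not tested apart from these. Against the Veh group, 21 of the 30 immediate early genes were below 0 in the PHL + CMS group, with a median of -0.26 (limma camera, adjusted p = 0.0215, and adjusted p = 0.894 with an estimated correlation). Npas4, an activity-dependent transcription factor of neurons, stood at -2.28 (SE 0.69) there. That call was lost without Veh replicate 1 (adjusted p = 0.0910), Veh replicate 2 (0.803) and PHL + CMS replicate 1 (0.0983 by limma camera). Its median was -0.12 without Veh replicate 1, -0.06 without Veh replicate 2 and -0.54 without Veh replicate 3.

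In the PHL + CMS group against the Veh group, Cox7c, a subunit of cytochrome c oxidase, had a log2 fold change of -0.81 (SE 0.13; limma adjusted p = 0.235). Of 23 genes of oligodendrocytes and myelin 22 were above 0 in this comparison, with a median of 0.56 (limma camera, adjusted p = 6.13e-07, and adjusted p = 0.812 with an estimated correlation). PHL + CMS replicate 2 carried most of this: its list mean was 1.15 relative to the Veh group, against 0.28 and 0.08 in the other PHL + CMS libraries, and without it the median was 0.22. No gene passed limma over all genes (0 of 16159, with 1741 at an unadjusted p under 0.05 and 0 by voom). The libraries of the groups did not overlap for 17.5% of the genes. Chance gives 10% on average over the ways to split the libraries, and the spread of single splits was not tested. In the Veh + CMS group against the Veh group, Ttr, a carrier protein of the choroid plexus, rose by 2.80 (SE 0.45, limma adjusted p = 0.0263). The choroid plexus list did not pass camera (3 of 7 genes above 0, median -0.02, limma camera adjusted p = 0.192). Of its genes 2 rose over all genes, and the list passed fry (adjusted p = 0.0136). Its median ran from -0.20 without Veh + CMS replicate 1 to 0.40 without Veh + CMS replicate 3. The interneuron peptides Sst (-0.34, SE 0.07, limma adjusted p = 0.0417) and Vip (-0.51, SE 0.11, limma adjusted p = 0.0423) fell. The list of inhibitory neurons did not pass (14 of 19 genes below 0, limma camera adjusted p = 0.140), with 2 genes lower and 1 higher adjusted over the list alone. The calls of single genes in this comparison mostly did not hold with 1 library left out, which also lowers the degrees of freedom. Over all genes 0 passed limma without Veh replicate 1 or Veh + CMS replicate 3, and 493 without Veh replicate 3. Without Veh replicate 2, Veh + CMS replicate 1 or Veh + CMS replicate 2 the number was 1.

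RNA of genes whose protein or RNA the paper measures elsewhere was as follows in the Veh, Veh + CMS and PHL + CMS groups (mean ± SD FPKM, n = 3 each). Aif1, which encodes Iba1, was at 11.4 ± 0.624, 12.6 ± 3.9 and 9.43 ± 0.513, and Cd68, a lysosomal protein of phagocytes, at 0.844 ± 0.27, 1.08 ± 0.315 and 0.643 ± 0.139. Dlg4, which encodes PSD95, was at 248.6 ± 18.8, 227 ± 29.6 and 254.7 ± 15.4, and Fos at 61 ± 28.8, 25.6 ± 9.35 and 37.2 ± 2.28. The limma adjusted p over all genes for PHL + CMS against Veh + CMS were 0.360 for Aif1, 0.409 for Cd68, 0.459 for Dlg4 and 0.478 for Fos.

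Of the 613 genes that passed limma for Veh + CMS against Veh, 604 (98.5%) had the opposite sign for PHL + CMS against Veh + CMS, 484 of them at an unadjusted p under 0.05. The 2 comparisons share the Veh + CMS libraries, which alone makes changes look opposite. Over 16159 genes the correlation of the changes was -0.61, where 100 simulations of unchanged groups gave -0.55 to -0.45. It lay inside the simulated range with a pseudocount of 0.01 (-0.561, simulated lowest -0.565) and without Veh + CMS replicate 2 (-0.651, simulated lowest -0.652). At an unadjusted p and 1.5-fold, 348 genes were higher with CMS and lower with PHL where the simulations gave at most 45, and 89 were lower with CMS and higher with PHL where they gave at most 50. With the Veh + CMS libraries split between the comparisons so that none was shared, the correlation was -0.22 to -0.16 over the 6 ways to split them. The simulations let each gene vary on its own, while genes of a marker list can vary together between libraries. How far this spreads the correlations and the overlap counts was not tested, so neither is shown to exceed chance.

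Other splits of the same 6 libraries into 3 and 3 number 10 with the real one, too few for a share under 0.05. For PHL + CMS against Veh + CMS the real count past an adjusted p under 0.05 was 0 (limma, with 2542 at an unadjusted p under 0.05 and 0 by voom, highest other 3), so that 10 of 10 splits had at least as many whatever they held, which tests nothing. Of the splits 1 had as many at an unadjusted p and 1.5-fold (real 766, highest other 539). For Veh + CMS against Veh, 1 split had as many past an adjusted p (real 613, highest other 0) and 1 as many at 1.5-fold (real 1129, highest other 541). For PHL + CMS against Veh, 10 had as many past an adjusted p, which the real count of 0 again fixes (limma, with 1741 at an unadjusted p under 0.05 and 0 by voom, highest other 1), and 2 as many at 1.5-fold (real 378, highest other 490).

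The share of reads on mitochondrial genes was 9.74% to 10.6% in the Veh libraries, 9.67% to 13.9% in the Veh + CMS libraries and 6.96% to 9.09% in the PHL + CMS libraries. Veh + CMS replicate 2, at 13.9%, stood apart on the second principal component (45.8), which held 13.7% of the variance. The same library was also the highest on the first component (47.0, next Veh + CMS replicate 1 at 26.3), which held 21.3%.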
